# The Secretome of Irradiated Peripheral Mononuclear Cells Attenuates Hypertrophic Skin Scarring

**DOI:** 10.3390/pharmaceutics15041065

**Published:** 2023-03-25

**Authors:** Vera Vorstandlechner, Dragan Copic, Katharina Klas, Martin Direder, Bahar Golabi, Christine Radtke, Hendrik J. Ankersmit, Michael Mildner

**Keywords:** scar, regeneration, peripheral blood mononuclear cell secretome

## Abstract

Hypertrophic scars can cause pain, movement restrictions, and reduction in the quality of life. Despite numerous options to treat hypertrophic scarring, efficient therapies are still scarce, and cellular mechanisms are not well understood. Factors secreted by peripheral blood mononuclear cells (PBMCsec) have been previously described for their beneficial effects on tissue regeneration. In this study, we investigated the effects of PBMCsec on skin scarring in mouse models and human scar explant cultures at single-cell resolution (scRNAseq). Mouse wounds and scars, and human mature scars were treated with PBMCsec intradermally and topically. The topical and intradermal application of PBMCsec regulated the expression of various genes involved in pro-fibrotic processes and tissue remodeling. We identified elastin as a common linchpin of anti-fibrotic action in both mouse and human scars. In vitro, we found that PBMCsec prevents TGFβ-mediated myofibroblast differentiation and attenuates abundant elastin expression with non-canonical signaling inhibition. Furthermore, the TGFβ-induced breakdown of elastic fibers was strongly inhibited by the addition of PBMCsec. In conclusion, we conducted an extensive study with multiple experimental approaches and ample scRNAseq data demonstrating the anti-fibrotic effect of PBMCsec on cutaneous scars in mouse and human experimental settings. These findings point at PBMCsec as a novel therapeutic option to treat skin scarring.

## 1. Introduction

Skin scarring after surgery, trauma, or burn injury is a major problem affecting 100 million people every year, causing a significant global disease burden [1]. Patients with hypertrophic scars, occurring in 40–90% of cases after injury [2], suffer from pain, pruritus, and reduced quality of life [3,4]. Skin scarring has been extensively studied [5,6], and recently, we were able to elucidate hypertrophic scar formation at the single-cell level [7]. However, many cellular mechanisms remain unclear, and for most conservative therapeutic options, we have low evidence of their efficacy [8]. Wound healing and scar formation are complex, rigidly coordinated processes, with multiple cell types being involved [9]. Wound healing is characterized by an acute inflammatory phase, a proliferative phase, and a remodeling phase [9]. Prolonged inflammation results in increased fibroblast (FB) activity, with enhanced secretion of transforming growth factor beta 1 (TGFβ1), TGFβ2, insulin-like growth factor (IGF1), and other cytokines [10,11]. TGFβ1 induces the differentiation of FBs into myofibroblasts (myoFBs) [12]. myoFBs show strong contractility and excessively deposit extracellular matrix (ECM) components, eventually leading to (hypertrophic) scar formation. Matured (hypertrophic) scars show dense, parallel ECM and strong tissue contraction [12].

Numerous pharmaceutical attempts to tackle hypertrophic scars have been proposed during recent decades, e.g., intralesional injection of corticosteroids, 5-Fluorouracil (5-FU), or triamcinolone (TAC) [13,14]. Other therapeutic options include compression therapy or topical silicone application. These therapies, however, still lack evidence of efficacy and safety and show high recurrence rates, and the mechanisms of action are not well understood [15,16]. In recent years, numerous pre-clinical studies have shown effective scar treatment or improvement in scar formation after the application of conditioned media derived from different stem cell populations, such as amniotic mesenchymal stem cells (MSCs) [17], fat-derived stem cells [18], bone marrow-induced MSCs [19], and induced pluripotent stem cells [20], amongst others [21]. However, the transferability of promising pre-clinical animal studies to humans was shown to be limited [22]. Furthermore, autologous conditioned media from various stem cell populations have significant disadvantages, as the production of these secretomes is expensive and hardly scalable, due to the limited numbers of available stem cells [23].

Hence, the idea of cell-free paracrine therapies in an allogeneic setting has drawn increasing attention. As different kinds of stem cells still have the same limitations in the allogeneic setting, peripheral blood mononuclear cells (PBMCs) have been proposed as an alternative source of paracrine factors [24].

The secretome of irradiated peripheral blood mononuclear cells (PBMCsec) has been extensively studied in recent years, showing encouraging pre-clinical results. PBMCsec has been found to enhance wound healing [25,26,27], elicit angiogenic effects [26,28], prevent platelet aggregation and vasodilation [29], exert anti-microbial activity [30], attenuate neurological damage in focal ischemia [31] and spinal cord injury [32], and regenerate infarcted myocardium [33]. Moreover, PBMCsec has been shown to reduce the activation of mast cells and basophils [34] and reduce the maturation and antigen uptake of dendritic cells, as well as dendritic cell-mediated T-cell priming [35]. In a phase I study, PBMCsec was found to be safe and well tolerated in the topical application of autologous PBMCsec on skin wounds [36]. In addition, a phase II clinical trial on the efficacy of allogeneic PBMCsec in patients with diabetic foot ulcers is currently ongoing [37]. It should be noted that the favorable pleiotropic effects of PBMCsec cannot be broken down to a single mode of action [37], as PBMCsec has repeatedly demonstrated its regenerative power with the synergistic action of all components, including proteins, lipids, extracellular vesicles, and nucleic acids [26,28,37].

Therefore, we attempt to provide a multi-model murine and human approach at the single-cell level to identify the potential mechanisms of action of PBMCsec on skin scarring. Due to the plethora of beneficial effects of PBMCsec, we hypothesized that PBMCsec prevents (hypertrophic) scarring or improves tissue quality in already persisting scars. In this study, we demonstrate the anti-fibrotic activity of PBMCsec and provide mechanistic insights into its anti-fibrotic effect. This study facilitates the investigation of PBMCsec for its future clinical use as a treatment option for skin scarring.

## 2. Materials and Methods

### 2.1. Ethics Statement

The use of healthy abdominal skin (Vote No. 217/2010) and scar tissue (Vote No. 1533/2017) was approved by the ethics committee of Medical University of Vienna. Animal experiments were approved by the ethics committee of Medical University of Vienna and the Austrian Federal Ministry of Education, Science, and Research (Vote No. BMBWF-66.009/0075-V/3b/2018).

### 2.2. Patient Material

Resected scar tissue was obtained from three patients who underwent elective scar resection surgery after giving informed consent. Scars were previously classified as hypertrophic, pathological scars according to the Patient and Observer Scar Assessment Scale (POSAS) [38] by a plastic surgeon. All scars were mature scars, i.e., they were at least two years old; had not been operated on; and had not been previously treated with corticosteroids, 5-FU, irradiation, or similar treatments. All scar samples were obtained from male and female patients younger than 45 years old, with no chronic diseases nor chronic medication. Healthy skin was obtained from three healthy female donors between 25 and 45 years of age from surplus abdominal skin removed during elective abdominoplasty.

### 2.3. Animals

In all mouse experiments, 8–12-week-old female Balb/c mice (Medical University of Vienna Animal Breeding Facility, Himberg, Austria) were used. Mice were housed in a selected pathogen-free environment according to enhanced standard husbandry with a 12/12 h light/dark cycle and ad libitum access to food and water.

### 2.4. Full-Thickness Wound and Scarring Model in Mice

For the full-thickness skin wound and scarring model, mice were deeply anesthetized with ketamine 80–100 mg/kg and xylazine 10–12.5 mg/kg i.p. They were given postoperative analgesia with the s.c. injection of 0.1 mL/10 mg Buprenorphin and 7.5 mg/mL Piritramid in drinking water. A 9 × 9 mm square area was marked on the back and excised with sharp scissors. The wounds were left to heal uncovered without any further intervention for 4 weeks, and the resulting scar tissue was observed and photographed.

### 2.5. Production of Irradiated Mononuclear Cell Secretome (PBMCsec)

The secretome of human PBMCs was produced in compliance with good manufacturing practice (GMP) by the Austrian Red Cross, Blood Transfusion Service for Upper Austria (Linz, Austria), as previously described [26,39] (Figure S1). PBMCs were obtained with Ficoll-Paque PLUS (GE Healthcare, Chicago, IL, USA)-assisted density gradient centrifugation, adjusted to a concentration of 25 × 106 cells/mL (25 U/mL; 1 Unit = secretome of 1 million cells) and exposed to 60 Gy cesium 137 gamma irradiation (IBL 437C; Isotopen Diagnostik CIS GmbH, Dreieich, Germany). Cells were cultured in phenol red-free CellGenix GMP DC medium (CellGenix GmbH, Freiburg, Germany) for 24 ± 2 h. Cells and cellular debris were removed with centrifugation, and supernatants were passed through a 0.2 µm filter. Methylene blue treatment was performed as described [40] for viral clearance. The secretome was lyophilized, terminally sterilized with high-dose gamma irradiation, and stored at −80 °C. All experiments were performed using secretomes of the following batches produced under GMP: A000918399086, A000918399095, A000918399098, A000918399101, A000918399102, and A000918399105. Immediately before performing the experiments, the lyophilizate was reconstituted in 0.9% NaCl to the original concentration of 25 U/mL.

### 2.6. PBMCsec Injection into Mouse Scars

Starting on day 29 after skin wounding, mice were injected with 100 µL 0.9% NaCl, medium (phenol red-free CellGenix GMP DC medium), or PBMCsec, which was prepared as described above, every second day for two weeks. Subsequently, half of the mice from each group (n = 2) were sacrificed and analyzed, while the other half (n = 2) were left for another two weeks without further intervention and then sacrificed.

### 2.7. PBMCsec Topical Application on Mouse Scars

Starting on the day of skin wounding (d0), mouse scars were treated with PBMCsec, medium, or NaCl 0.9%. Ultrasicc/Ultrabas ointment (1:1; Hecht-Pharma, Bremervörde, Germany) was used as a carrier substance for all treatments. Four parts of Ultrasicc/Ultrabas (50:50) and one part of water were mixed and used as control treatment (i.e., 100 µL contained 40 µL of Ultrasicc, 40 µL of Ultrabas, and 20 µL of agent or control). Then, 5 U/mL (200 µL of dissolved lyophilizate) PBMCsec or 200 µL/mL medium was mixed with ointment. Mice were treated with control or inhibitors by applying 100 µL of ointment on each wound immediately after wounding.

After application, mice were individually placed in empty cages without litter for 30 min and closely monitored to prevent immediate removal of the treatments and achieve sufficient tissue resorption. Scabs were left intact to prevent wound infections. Mice were treated daily for the first 7 days and thrice a week for 7 weeks. After scar formation, 4 mm biopsies of the scar tissue were taken and cut in half. One half of each scar sample was used for histological analysis, and the other biopsy halves from each treatment group were pooled and analyzed together with scRNAseq as described below.

### 2.8. Ex Vivo Skin and Scar Stimulation

From human skin and scar tissue, 6 mm punch biopsies were taken; subcutaneous adipose tissue was removed; and biopsies were placed in 12-well plates supplemented with 400 µL of DMEM (Gibco, Thermo Fisher, Waltham, MA, USA; with 10% fetal bovine serum and 1% penicillin/streptomycin) and 100 µL of CellGenix medium or 100 µL of PBMCsec. In addition, 100 mL of medium or PBMCsec was injected into the upper dermis in the middle of the biopsy. Biopsies were incubated for 24 h and then harvested for scRNAseq analysis. Sample “Skin 1 medium” was lost due to technical difficulties during preparation.

### 2.9. Skin and Scar PBMCsec Stimulation, Cell Isolation, and Droplet-Based scRNAseq

Mouse scars and stimulated human skin and scar samples were digested using Miltenyi Whole Skin dissociation Kit (Miltenyi Biotec, Bergisch-Gladbach, Germany) for 2.5 h according to the manufacturer’s protocol and processed using GentleMACS OctoDissociator (Miltenyi). The cell suspension was filtered through a 100 µm filter and a 40 µm filter, centrifuged for 10 min at 1500 rpm, washed twice, and resuspended in 0.04% FBS in phosphate-buffered saline (PBS). DAPI was added at 1 µL/1 million cells for 30 s; cells were washed twice and sorted for viability using a MoFlo Astrios high-speed cell-sorting device (Beckman-Coulter, Indianapolis, IN, USA). Only distinctly DAPI-negative cells were used for further processing. Immediately after sorting, viable cells were loaded onto a 10X-chromium instrument (Single cell gene expression 3′v 2/3; 10X Genomics, Pleasanton, CA, USA) to generate a gel bead in emulsion (GEM). GEM generation, library preparation, RNA sequencing, demultiplexing, and counting were performed at Biomedical Sequencing Core Facility of Center for Molecular Medicine (CeMM; Vienna, Austria). Sequencing was performed using 2 × 75 bp, paired-end, with Illumina HiSeq 3000/4000 (Illumina, San Diego, CA, USA).

### 2.10. Cell–Gene Matrix Preparation and Downstream Analysis

Raw sequencing reads were demultiplexed and aligned to the human (GrChH38) and mouse (mm10) reference genomes using the Cell Ranger mqfast and count pipelines (v4.0; 10× Genomics, Pleasanton, CA, USA) to generate cell–gene matrices. The cell–gene matrices were then loaded into “Seurat” (v4.0; Satija Lab, New York, USA) in an R environment (v4.1.2; R Foundation for Statistical Computing, Vienna, Austria) and processed according to the recommended standard workflow for the integration of several datasets [41,42]. All human skin and scar samples were integrated in a single integration; likewise, all mouse samples were integrated in a single integration. Cells with less than 500 or more than 4000 detected genes, more than 20,000 reads per cell, or a mitochondrial gene count higher than 5% were removed from the dataset to ensure high data quality. After principal component analysis and the identification of significant principal components using the Jackstraw procedure [43], cells were clustered using non-linear dimensional reduction with uniform manifold approximation and projection (UMAP). Differentially expressed genes were calculated in Seurat using the Wilcoxon rank-sum test with Bonferroni correction.

In all datasets, normalized count numbers were used for differential gene expression analysis and for visualization in violin plots, feature plots, and dot plots, as recommended by the guidelines [44]. In all datasets, cell types were identified according to well-established marker gene expression. To avoid the calculation of batch effects, the normalized count numbers of genes present in the integrated dataset were used to identify differentially expressed genes (DEGs). As keratin and collagen genes were previously found to contaminate skin biopsy datasets and potentially provide a false-positive signal [45], these genes (*COL1A1*, *COL1A2*, and *COL3A1*; *KRT1*, *KRT5*, *KRT10*, *KRT14*, and *KRTDAP*) were excluded from DEG calculation in non-fibroblast clusters (collagens) or non-keratinocyte clusters (keratins), respectively. Moreover, genes *Gm42418*, *Gm17056*, and *Gm26917* caused technical background noise and batch effect in mouse scRNAseq, as previously described [46], and were thus excluded from the dataset.

### 2.11. Gene Ontology (GO) Calculation and Dot Plots

Gene lists of significantly regulated genes (adjusted *p*-value < 0.05; average log fold change (avg_logFC) > 0.1) were inputted into “GO_Biological_Process_2018” in the EnrichR package in R (v3.0; MayanLab, Icahn School of Medicine at Mount Sinai, New York, NY, USA). Dot plots were generated using ggplot2 (H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016) with color indicating adjusted *p*-value and size showing the odds ratio, sorted by adjusted *p*-value. 

### 2.12. GSEA Matrisome Dot Plots

Curated matrisome gene lists for the terms ”NABA_ECM_GLYCOPROTEINS”, ”NABA_COLLAGENS”, ”NABA_PROTEOGLYCANS”, ”NABA_ECM_REGULATORS”, and ”REACTOME_ELASTIC_FIBRE_FORMATION” were retrieved from the Gene Set Enrichment Analysis platform https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 22 June 2022 [47], and gene names were used to generate dot plots.

### 2.13. TGFβ Injection Fibrosis Model in Mouse Skin

Mice were anesthetized with 3% isoflurane for three minutes. An intrascapular area of approximately 1 × 1 cm area was marked on the skin with a permanent marker. In total, 800 ng of TGFβ1 dissolved in 100 µL of NaCl 0.9%, medium, or PBMCsec (2.5 U) was injected in the marked area for 5 consecutive days, and mice sacrificed on the 6th day. The marked injection areas were biopsied and prepared for histological analysis.

### 2.14. Isolation of Primary Skin FBs

Primary skin and scar FBs were isolated as previously described [7]. In brief, skin or scar samples were incubated overnight in Dipase II (Roche, Basel, Switzerland). Subsequently, the epidermis was removed, and the dermis was incubated in Liberase (Merck Millipore, Burlington, MA, USA) for two hours at 37 °C. Afterwards, the tissue was filtered and rinsed with PBS, and the cells were plated in a T175 cell culture flask and cultured until they reached 90% confluency.

### 2.15. Western Blots

Western blotting was performed as previously described [7]. In brief, after cell lysis in 1× Laemmli buffer, the lysates were separated on SDS-PAGE gels (Bio-Rad Laboratories, Inc., Hercules, CA, USA), and proteins were transferred to nitrocellulose membranes and blocked with non-fat milk. After overnight incubation at 4 °C with the primary antibody (table of antibodies used reported in Figure S1B), the membranes were incubated with a horseradish peroxidase-conjugated secondary antibody and imaged.

### 2.16. Immunofluorescence, H&E, and EvG Staining

Immunofluorescence staining on formalin-fixed, paraffin-embedded (FFPE) sections of human and mouse skin and scar tissues was performed according to the protocol provided by the respective antibody manufacturer (table of antibodies used reported in Figure S1B) as previously described [7]. Hematoxylin and eosin (H&E) staining and Elastica van Gieson (EvG)-staining were performed at Department of Pathology of Medical University of Vienna according to standardized clinical staining protocols.

### 2.17. TGFβ1-Induced Myofibroblast Differentiation

TGFβ1 stimulation of primary FBs was performed as previously reported [7]. Isolated primary FBs were plated in 6-well plates after the first passage and grown until they reached 100% confluency. FBs were then stimulated with 10 ng/mL TGFβ1 (HEK-293-derived; Peprotech, Rocky Hill, NJ, USA) and with medium or PBMCsec for 24 h. The supernatants were removed, and medium or PBMCsec was resupplied for another 24 h. The supernatants were collected and stored at −80 °C, and cells were lysed in 1× Laemmli buffer (Bio-Rad Laboratories, Inc.) for further analysis.

### 2.18. Elastase Assay

To measure elastase activity, a commercial kit (EnzChek^®^ Elastase Assay Kit; E-12056; Thermo Fisher) was used according to the manufacturer’s instructions. Elastase was applied at 250 mU/mL and incubated with NaCl 0.9% (“Ctrl”), medium, or PBMCsec at 1:1 with assay buffer. Fluorescence intensity was measured with a BMG Fluostar Optima plate reader (BMG Labtech, Ortenberg, Germany) at 505/515 nm wavelength (excitation/emission). Raw values were blank-corrected and normalized to the % of the averaged 4 h of the Ctrl samples. Samples were measured 10 min, 1 h, 2 h, 3 h, and 4 h after elastase application. Statistical analysis was performed with a mixed-effects model for the time factor, with Tukey’s multiple comparisons test.

### 2.19. ELISA

The supernatants of TGFβ1-stimulated FBs after treatment with PBMCsec or controls were collected, centrifuged, and stored at −20 °C for further use. The protein levels of human elastin (ELISA; LS-F4567; LSBio, Seattle, WA, USA) were measured according to the manufacturer’s manual. Absorbance was detected with a FluoStar Optima microplate reader (BMG Labtech).

## 3. Results

### 3.1. PBMCsec Improves Scar Formation in Mice after Topical Treatment during Wound Healing and Intradermal Injection of Preformed Scars

As our previous study on wound healing in pig burn wounds revealed a trend towards better tissue elasticity and less stiffness in early pig burn scars [27], we aimed to investigate the effect of PBMCsec on scar formation and on already existing scars in more detail at the single-cell level.

To achieve this, we created full-thickness excision wounds on the back of 6–8-week-old female Balb/c mice and immediately treated with the topical application of PBMCsec for 8 weeks (Figure 1A). In a separate set of experiments, we allowed the scars to develop for 4 weeks after wounding without further intervention and treated the formed scars with intradermal injection for 2 weeks. Scars were either analyzed right after the two weeks of treatment or after two additional weeks without further treatment to determine whether treatment-associated changes were permanent (Figure 1B).

As previously demonstrated with the secretome of non-irradiated PBMCs [25,26] or PBMCsec in diabetic mice [25,26], we found enhanced wound healing in wild-type mice after the topical application of an emulsion containing PBMCsec (Figure 1C). PBMCsec reduced the wound size significantly more (40 ± 14% of the wound size) than NaCl (72 ± 16) and the control medium alone (60 ± 19%) (Figure 1D). Compared with the intradermal injection of controls, scars appeared softer and reduced in size after the injection of PBMCsec (Figure 1E). Histologically, scars showed a looser structure and reduced fiber density after topical PBMCsec treatment, as evidenced by hematoxylin/eosin (Figure 1F) and Elastica van Gieson (EvG) staining (Figure 1G). Of note, scars treated with intradermal injection exhibited a high number of infiltrating leukocytes (Figure 1H), presumably due to repeated tissue irritation with injections. However, the matrix was looser, and the orientation of collagen fibers showed more vertical structures after the injection of PBMCsec (Figure 1I). These results indicate that PBMCsec not only improves wound healing but also scar formation and the quality of already existing scars in mice.

### 3.2. PBMCsec Induces Significant Changes in the Transcriptome after Topical and Intradermal Application

Next, we performed scRNAseq on scar tissue from the different experimental settings. After quality control (Figure S2A–C,E–G) we defined clusters based on well-established marker genes [7,48] from scRNAseq of topically treated scars (Figure S2D,H). Clusters were constantly aligned homogenously under all conditions (Figure 2A,E) and were grouped into fibroblasts (FBs), smooth muscle cells and pericytes (SMCs/PCs), endothelial and lymphatic endothelial cells (ECs), macrophages (Macro), Langerhans cells and dendritic cells (DCs), T cells and B cells (TCs), keratinocytes (KCs), hair follicular cells (HFs), melanocytes (Mel), and adipocytes (Adipo) (Figure 2A). Notably, one fibroblast cluster, FB 4, was expanded after topical treatment with PBMCsec compared with the controls (Figure 2A,B), suggesting an important role in the anti-fibrotic action of PBMCsec. Furthermore, the relative numbers of DCs and TCs were increased with the control medium but slightly reduced with PBMCsec (Figure 2B). We then calculated the differentially expressed genes (DEGs) of all cell populations in PBMCsec-treated scars compared with medium- and NaCl-treated scars. Interestingly, significantly more genes were downregulated than upregulated after the topical application of PBMCsec (Figure 2C), and the highest numbers of regulated genes were found in FBs (red bars), macrophages (pale-green bars), and KCs (yellow bars) (Figure 2C) [35]. To provide an overview of the overall regulation in all cell types, we show the top 50 DEGs per cluster group in Figure S3A–I. The upregulation of numerous genes, previously described to be increased in scar tissue [7,49,50], was significantly inhibited after PBMCsec application.

Next, we analyzed the scRNAsec dataset of scars treated with the intradermal injection of PBMCsec and controls in a similar way. 

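Dorsal skin of 8 female BALB/c mice was used here, 4 injected with PBMCsec and 4 injected with vehicle, with 1 single-cell library per mouse. The labels of these libraries give the treatment and a library number from 1 to 4 in each group. They do not give the wounding, the time point or the control solution (medium or NaCl), and they name a subcutaneous injection. The series that holds them carries the title of another study, on mast cells and basophils, and the paper names it among its data. The libraries were therefore compared by treatment alone, and none of the values belongs to either time point of the paper. The authors deposited raw UMI counts per gene and cell from Cell Ranger, aligned to mm10, for the barcodes that Cell Ranger called as cells. The paper names Cell Ranger v4.0 and the files name software version 3.0.2. The PBMCsec libraries numbered 1, 2, 3 and 4 held 27786595, 18578561, 33908551 and 37880651 UMIs. The vehicle libraries held 14753926, 16460623, 33333619 and 30494307 UMIs. The paper's filter kept cells with 500 to 4000 genes, at most 20000 UMIs and at most 5% mitochondrial counts. Of 26231 barcodes, 6150 passed it, and 16900 were over the mitochondrial limit. The cells kept per library were 701, 313, 1515 and 791 after PBMCsec and 151, 208, 1659 and 812 after vehicle, with a median UMI count per cell between 6156 and 9521. Cells were integrated and clustered with Seurat, and clusters were named by their marker genes. The counts of all cells of a class were summed per library, so that the mouse and not the cell was the replicate. The sums were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. All tests were two-sided.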

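Clustering the cells of the 8 libraries gave 36 clusters, of which 32 were named by their markers and 4 were left unnamed. In 27 clusters there were cells of all 8 libraries, and the fewest libraries in any cluster were 6. The highest share that 1 library had of a cluster was 56.2%, in an FB cluster with Ptx3, Ccl2 and Il6 among its top genes. FBs formed 8 clusters with 1541 cells, T and B cells (TCs) had 835 cells, KCs had 1324, and dendritic cells (DCs) and macrophages had 519. The TCs include 1 cluster of 95 cells with 4 markers of T or B cells but none among its top 10 genes, which include Csf2, Il13, Areg, Arg1 and Il1rl1, so other lymphoid cells are not ruled out in it. It held from 4 of 90 TCs in PBMCsec library 4 to 15 of 57 in vehicle library 1. The fewest cells of a library in these classes were 27 FBs, 54 TCs, 12 KCs and 15 DCs and macrophages. FBs made up 26.0% ± 6.71 (SD, n = 4 mice) of the cells after PBMCsec and 19.1% ± 4.15 (SD, n = 4) after vehicle, a difference within the spread between mice (exact permutation test, p = 0.20). The share of KCs was 15.9% ± 5.45 against 21.6% ± 9.85 (exact p = 0.343). TCs made up 17.6% ± 9.07 of the cells after PBMCsec and 21.0% ± 13.5 after vehicle (exact p = 0.714). For DCs and macrophages the values were 10.2% ± 1.32 and 9.02% ± 4.60 (exact p = 0.686). The adjusted p over the classes was 0.893 for each of these 4 shares, and 4 mice against 4 allow no exact p under 0.0286. The alternative that moved a share most was leaving out vehicle library 1, which turned the difference in TCs, PBMCsec minus vehicle, from -3.42 to 2.16 percentage points. In libraries numbered 3 and 4 alone the difference in TCs was 2.03, and in libraries numbered 1 and 2 alone it was -8.87. The share of DCs and macrophages was 15.9% in vehicle library 1 and between 6.33% and 7.21% in the other vehicle libraries. For DCs and macrophages the difference was -0.42 in libraries numbered 1 and 2 alone and 2.76 in libraries numbered 3 and 4 alone. The difference in FBs was 7.66 in libraries numbered 1 and 2 and 6.17 in libraries numbered 3 and 4. For KCs these differences were -2.85 and -8.52.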

After cluster identification and quality control (Figure S2D–G), clusters aligned homogenously across samples and conditions (Figure 2D). Although the cellular composition of scars did not change after 6 weeks, the FB and immune cell populations were significantly reduced in 8-week-old scars (Figure 2E). 

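Gene expression was compared between 4 PBMCsec and 4 vehicle libraries within each cell class that had enough cells in every library. FBs and TCs passed the minimum of 20 cells per library. KCs and the class of DCs and macrophages passed only a minimum of 10 cells, which was chosen after the cells had been counted. The summed counts of a library ranged from 201247 to 4750066 UMIs in FBs, from 300814 to 624093 in TCs, from 133918 to 4006330 in KCs and from 118775 to 939913 in DCs and macrophages. In FBs, edgeR tested 9561 genes and called 0 lower and 0 higher after PBMCsec at an adjusted p under 0.05. At an unadjusted p under 0.05, 88 FB genes were lower and 94 were higher. DESeq2 also called 0 FB genes, with 84 lower and 84 higher at an unadjusted p under 0.05, and limma called 0. In libraries numbered 1 and 2 alone, and in libraries numbered 3 and 4 alone, edgeR called 0 FB genes, with 476 and 309 at an unadjusted p under 0.05. In KCs, edgeR called 0 of 9042 genes (50 lower and 61 higher at an unadjusted p under 0.05). DESeq2 called 3 KC genes higher, Trbc1, BC100530 and Stfa3. In TCs, edgeR called 0 of 4752 genes (91 lower and 88 higher at an unadjusted p under 0.05). DESeq2 called Isg15, Ramp3 and Ccl5 higher in TCs. With the library number as a block, edgeR called 6 genes higher in TCs, Isg15, Plac8, Hbb-bs, Calca, Ramp3 and Ccl5. Whether equal numbers pair the mice is not established. In DCs and macrophages, edgeR called 0 of 5593 genes (115 lower and 148 higher at an unadjusted p under 0.05), and DESeq2 called 6 genes higher, Clec4e, Apoe, Stab1, Fxyd2, Socs3 and Dab2. With no filter on low counts, edgeR called 7 genes lower and 38 higher in TCs and 24 lower and 84 higher in DCs and macrophages. Such calls need not mean larger changes: in TCs the log2 fold change of Hbb-bs was 5.43 with the filter and 5.51 without. Its adjusted p from edgeR was 0.406 with the filter and 1.4e-60 without. The genes named in these classes were chosen after their values were seen. Trbc1 is among the markers used to name T and B cells, and Hbb-bs is among the erythrocyte markers. Clec4e was a top gene of the neutrophil cluster. RNA of other cells in the class is therefore not ruled out for these genes. Cluster 5 led in TCs after PBMCsec (31.5% of TCs, with 27.1% in cluster 6). After vehicle cluster 6 led in TCs (33.0%, with 24.7% in cluster 5). In KCs after PBMCsec cluster 4 (23.4%) was narrowly ahead of cluster 2 (22.9%), which led after vehicle (21.5%). These shares were not tested against the spread between mice, so no shift between clusters is shown. The alternative that moved the FB count most was the paper's own test, a Wilcoxon rank-sum test that takes cells as replicates, with 48 genes lower and 83 higher. By that test 94 genes were lower and 30 higher in KCs, 1 was lower and 4 higher in TCs, and 1 was lower and 0 higher in DCs and macrophages. In FBs, 147 genes (1.54%) had every PBMCsec library on 1 side of every vehicle library, where chance gives 2.86% if libraries can be exchanged freely. Library numbers also part FBs, and over the other 17 splits with as many libraries numbered 1 and 2 on either side, counted after the data were seen, the share ran from 1.01% to 6.10% with a median of 2.03%. On counts simulated at the depth of the FB libraries, with no gene-wise scatter in the dispersion, edgeR recovered 96.8% of genes changed 4-fold and 25.3% of genes changed 2-fold.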

Remarkably, there were again far more downregulated genes than upregulated genes in the injected scars, and transcriptome changes were the highest in FB1 and KC clusters (Figure 2F) after injections. Interestingly, only minor transcriptome changes remained in PBMCsec-treated scars 8 weeks after wounding (Figure 2F). The top 50 DEGs after 6 weeks are shown per cluster group in Figure S4A–I. Numerous genes regulated in the topical dataset and previously found relevant in skin scarring and mouse scar formation [7] were also regulated after PBMCsec injection (Figure S4A–I).

As the highest number of regulated genes was observed in FBs and FBs are the main cell type involved in fibrotic processes, we further performed a gene ontology analysis of genes downregulated by PBMCsec application in FBs in both experimental settings (Figure 2G,H).

Our analysis revealed that genes downregulated by PBMCsec mainly showed a strong association with the response to growth factors, integrin activation, monocyte chemotaxis, and extracellular matrix organization, suggesting that the activation of these processes was, at least partially, reduced with topical application (Figure 2G). GO term calculation of downregulated genes in FBs after the injection of PBMCsec revealed changes in ECM and collagen organization, the response to growth factor stimulus, and Wnt signaling (Figure 2H).

Taken together, these bioinformatic data suggest an anti-fibrotic, anti-inflammatory effect of PBMCsec on scar formation, primarily reducing excessive matrix deposition.

### 3.3. PBMCsec Significantly Alters the Matrisome

Since FBs contributed the most to transcriptome alterations induced by PBMCsec and the GO analysis indicated that genes associated with the ECM were highly affected, we further assessed genes of the matrisome in more detail. Differentially regulated genes in all FBs after topical (Figure 3A–D) and intradermal injection (Figure 3E–H) were analyzed using the curated matrisome gene set enrichment analysis (GSEA) gene lists [51]. For better visualization, the whole matrisome was split into the main components, i.e., collagens, proteoglycans, glycoproteins, and ECM regulators. Interestingly, most of the matrisome-related genes were strongly downregulated by PBMCsec after topical and intradermal application (Figure 3). Similarly, most of the proteoglycans, glycoproteins, and ECM regulators showed reduced expression after PBMCsec treatment. However, some of the glycoproteins and ECM regulators, including *Fn1*, *Igfbp4/5*, *Ecm1*, *Postn*, and *Mfap5*, were even enhanced after PBMCsec treatment (Figure 3C,D), suggesting the targeted regulation of these factors.

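Lists of matrisome genes were written out by symbol from general knowledge of these categories, and are not the curated lists themselves. In all FBs together, 252 of 476 listed genes had enough counts to be tested, of which 124 were lower and 128 higher in mice injected with PBMCsec. Of 44 collagen genes, 25 were tested, 14 lower and 11 higher. Their log2 fold changes ran from -1.12 to 1.65, with a median of -0.09 and a mean of 0.05, so the median and the mean differ in sign. The direction of the set test followed the median. The test found no difference between the list and the other FB genes (adjusted p = 0.904 over the 4 lists, limma's camera with its preset correlation). For every list here fry gave no p under 0.05 either, and neither did camera with an estimated correlation. No collagen gene passed an unadjusted p under 0.05 in edgeR, and 0 were called with p adjusted over the list alone, where the smallest p was 0.496. The alternative that moved the collagens most was no filter on low counts, with a median of 0.04. In libraries numbered 1 and 2 alone the median was -0.22, and in libraries numbered 3 and 4 alone it was -0.05. Without vehicle library 2 the median was 0.03.

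**Figure D1:**
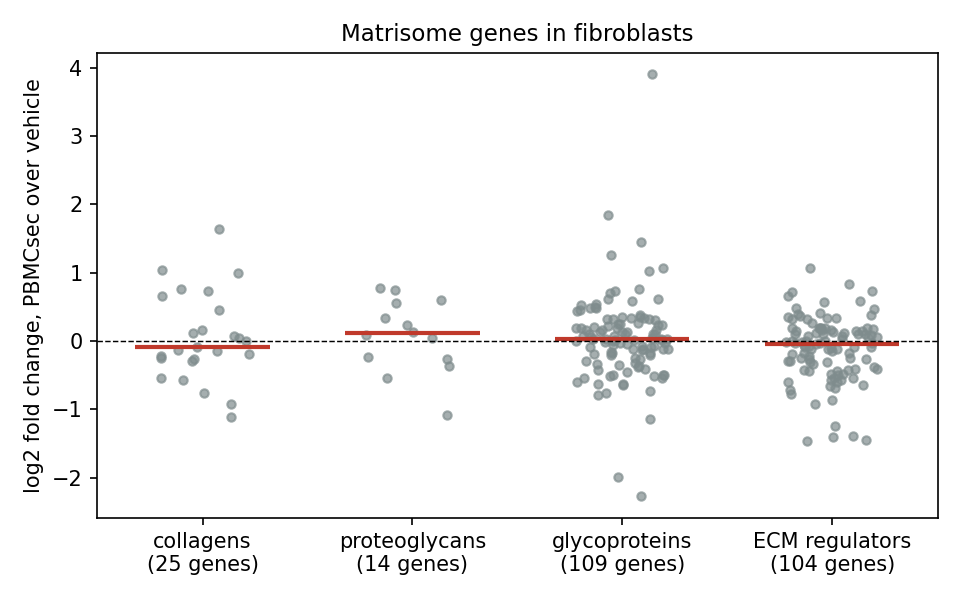
Log2 fold change of matrisome genes in FBs, PBMCsec over vehicle (vertical axis), by list (horizontal axis). Each point is 1 gene tested, the red line is the median of the list and the dashed line marks no change. The median of the 25 collagens is -0.09, and the points of every list lie on both sides of the dashed line.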

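Of 35 listed proteoglycans, 14 were tested in FBs of mice injected with PBMCsec or vehicle, 5 lower and 9 higher after PBMCsec. Their median log2 fold change was 0.11 and their mean 0.07 (camera, adjusted p = 0.904). Of 191 listed glycoproteins, 109 were tested, 48 lower and 61 higher, with a median of 0.03 and a mean of 0.05 (camera, adjusted p = 0.904). Of 206 listed ECM regulators, 104 were tested, 57 lower and 47 higher, with a median of -0.04 and a mean of -0.11 (camera, adjusted p = 0.665). At an unadjusted p under 0.05, edgeR found 0 proteoglycans, 2 glycoproteins lower and 4 higher, and 7 ECM regulators lower and 3 higher. With p adjusted over the list alone, edgeR called 0 genes of each list, and the smallest p was 0.283 for proteoglycans, 0.743 for glycoproteins and 0.475 for ECM regulators. Over all genes tested, edgeR and DESeq2 called none of them. The median of the ECM regulators was -0.21 in libraries numbered 1 and 2 alone, where camera gave an unadjusted p of 0.0365 (from 0.0365 to 0.906 over the alternatives), 0.146 adjusted over the 4 lists, and fry gave no p under 0.05. In libraries numbered 3 and 4 alone it was 0.01. For glycoproteins these medians were -0.02 and -0.00, and for proteoglycans 0.17 and -0.01. Single libraries changed the sign of both lists: the proteoglycans were at -0.05 without vehicle library 4 and -0.03 without PBMCsec library 3, and the glycoproteins at -0.03 without PBMCsec library 1 and -0.01 without PBMCsec library 4.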

Importantly, we also identified a variety of proteases, including *Mmp19* (matrix metalloprotease 19), *Ppcsk5/6* (Subtilisin/Kexin-Like Protease PC5/6), and *Adamts1* (A disintegrin-like and metallopeptidase with thrombospondin type 1 motif), regulated by PBMCsec. Furthermore, plasminogen activator/urokinase (*Plau*) and the plasminogen activator/tissue type (*Plat*), as well as serine proteases *Htra1*, *Htra3*, and *Aebp1*, were elevated after the topical application and intradermal injection of PBMCsec. However, a variety of protease inhibitors, including *Timp1* and *-3* (Metallopeptidase Inhibitor 1 and 3), and *Slpi* (Secretory Leukocyte Protease Inhibitor), and the potent urokinase inhibitors *Serpine1, Serpinb2*, and *Serpinb5* were also increased (Figure 3C,D). These findings confirm our previous work, highlighting the role of proteases and their inhibitors in skin fibrosis [7], and indicate that PBMCsec is able to interfere with the protease system that contributes to scar formation. 

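The genes Plau, Plat, Htra1, Htra3 and Aebp1 were measured in the FBs of mice injected with PBMCsec (n = 4) and vehicle (n = 4), as the summed counts of each library scaled by edgeR to its TMM library size (CPM). Aebp1 (ENSMUSG00000020473, chromosome 11 of GRCm38, 5861947 to 5872088) had 1441 ± 244 CPM (SD) after PBMCsec and 1064 ± 307 after vehicle. Its log2 fold change was 0.43 (standard error 0.24, exact permutation test, p = 0.114). Htra1 (ENSMUSG00000006205, chromosome 7, 130936111 to 130985660) had 855 ± 164 and 675 ± 273 CPM, a log2 fold change of 0.33 (standard error 0.29, exact p = 0.286). Plat (ENSMUSG00000031538, chromosome 8, 22757727 to 22782844) had 322 ± 84.0 and 266 ± 80.2 CPM, a log2 fold change of 0.26 (standard error 0.26, exact p = 0.371). Plau (ENSMUSG00000021822, chromosome 14, 20836660 to 20843385) had 279 ± 152 and 278 ± 103 CPM, with a log2 fold change of 0.00 (standard error 0.39, exact p = 1). Htra3 (ENSMUSG00000029096, chromosome 5, 35652023 to 35679782) had 928 ± 428 CPM after PBMCsec and 950 ± 311 after vehicle. Its log2 fold change was -0.03 (standard error 0.32, exact p = 0.943). Each of these changes was within the spread between mice, and the adjusted p from edgeR was 1.00 for all 5 genes. Over the 25 named genes tested, the smallest p adjusted over the list alone was 0.848. The change of Htra3 has no settled direction, since it was 0.02 with no filter on low counts, 0.07 with limma on the mean of log-normalized values per cell, and between -0.39 and 0.14 with each library left out in turn. Plau was at -0.35 without PBMCsec library 3 and at 0.26 without PBMCsec library 2. Plat ran from 0.07 (without PBMCsec library 3) to 0.45 (without vehicle library 4) and Htra1 from 0.14 (without vehicle library 1) to 0.61 (without vehicle library 4), and Aebp1 stayed between 0.30 and 0.63. In libraries numbered 1 and 2 alone the log2 fold changes were 0.68 for Aebp1, 0.70 for Htra1, 0.33 for Plat, -0.25 for Plau and -0.01 for Htra3. In libraries numbered 3 and 4 alone they were 0.24, 0.11, 0.24, 0.21 and -0.05. The paper's test across cells called Aebp1 higher, with a log2 fold change of 0.34.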

### 3.4. Scars Treated with PBMCsec Ex Vivo Show Strong Similarities to Mouse Models

As we showed an anti-fibrotic effect of PBMCsec during scar formation in mice, we next investigated its effect on human skin and ex vivo cultures of scar tissue. Therefore, we treated biopsies of human skin and human hypertrophic scars with medium or PBMCsec and cultivated them for 24 h (Figure 4A). After quality control and cluster identification (Figure S5A–D), clusters aligned homogeneously across donors and conditions (Figure 4B and Figure S5E). As described in our previous work, the ratio of FBs was increased in scars compared with skin [7], and several FB clusters (here, clusters FB5 and FB7) were specifically found in scars (Figure 4B,C). Remarkably, the percentages of FBs, DCs, and T cells were reduced in scars after PBMCsec treatment (Figure 4C).

Next, we calculated DEGs separately for skin (Figure S6) and scars (Figure S7) and found a much higher number of DEGs in scars than in normal skin, indicating a strong effect of PBMCsec on fibrotic tissue (Figure 4D). In line with our mouse datasets, most regulated genes were found in the FB clusters, and slightly more genes were downregulated than upregulated, particularly in skin tissue (Figure 4D). Numerous genes that we previously described for their regulation in hypertrophic scars [7] were also favorably regulated by PBMCsec (Figures S6 and S7).

Next, we performed the GO term analysis of the DEGs in FBs treated with PBMCsec compared with medium. In line with the mouse data, downregulated terms (Figure 4F) included collagen fibril and ECM organization, cytokine signaling pathway, negative regulation of signal transduction, regulation of extrinsic apoptotic signaling pathway, and type I interferon signaling pathway. Intriguingly, among the upregulated terms (Figure 4E), negative regulation of neuron differentiation and generation of neurons were present. As we previously demonstrated that Schwann cells promote ECM formation in keloids and affect the M2 polarization of macrophages [52], this finding might hint at a mechanism of PBMCsec also affecting this crosstalk.

Next, we assessed the genes of the matrisome in the human dataset (Figure 4H). Similarly to the data obtained for mouse scars, collagens *COL1A1*, *COL3A1*, and *COL6A1/2/3* were also strongly downregulated, more in scars than in skin, and proteases *MMP1/MMP3/10* as well as protease inhibitors *SERPINE1/G1/F1/B2*, *SLPI*, and *TIMP3* were upregulated (Figure 4D). Of note, PBMCsec increased the expression of *PI3*, an elastase-specific protease inhibitor in human scar tissue, indicating a regulatory effect not only on collagens but also on elastic ECM components. Together, our analysis of human ex vivo skin and scars corroborated the findings of the in vivo mouse experiments, indicating an ECM-balancing, anti-fibrotic effect.

### 3.5. PBMCsec Abolishes Myofibroblast Differentiation In Vitro

After a comprehensive analysis of the effects of PBMCsec in mouse and human models at the single-cell level, we investigated the underlying mechanisms of the observed anti-fibrotic activity in vitro. Using a well-established in vitro fibrosis model [7,53], we stimulated primary human skin FBs with TGFβ1 and investigated the effect of PBMCsec on myofibroblast (myoFB) formation [54]. Upon the stimulation of FBs with TGFβ1, FBs showed robust differentiation to αSMA-expressing myoFBs in all control treatments (NaCl and medium) (Figure 5A). In contrast, the addition of PBMCsec completely abolished myoFB differentiation and αSMA expression (Figure 5A,B). As our scRNAseq revealed that of all major ECM components, *Eln*/*ELN* was the most consistently downregulated one in the matrisome of both mice and humans, we further assessed the effect of PBMCsec on the expression of elastin in vitro in FBs. Strikingly, elastin protein and mRNA expression were strongly downregulated by PBMCsec (Figure 5A,C), and the secretion of ELN in the supernatant was significantly inhibited (Figure 5D). Next, we investigated whether PBMCsec contains TGFβ inhibitors. Therefore, we used an HEK-cell-based reporter assay to assess the activity of canonical TGFβ1 signaling. While PBMCsec showed little-to-no TGFβ1 activity, the addition of PBMCsec to active TGFβ1 did not inhibit canonical TGFβ1 activity (Figure S8A). These data indicate that PBMCsec does not inhibit myoFB differentiation by inhibiting Smad2/3-mediated TGFβ1 activity, suggesting a more downstream inhibitory or non-canonical action.

To confirm the observed TGFβ effects in vivo, we injected TGFβ1 into murine skin (modified after Thielitz et al. [53]) for 5 consecutive days (Figure S8B). Although no morphological changes were visible in hematoxylin–eosin staining (Figure S8C), the immunostaining of Collagen I and III showed patches of increased matrix deposition in all samples (arrows in Figure S8D,E), which were not present in mice also treated with PBMCsec. Remarkably, we also observed accumulations of αSMA-expressing cells in the TGFβ1-injected deep murine dermis (squares), but not in PBMCsec-treated mice (Figure S8F).

Next, we aimed to further investigate changes in ECM composition, particularly elastin, in a human model. Thus, we injected TGFβ intradermally in human skin explants with and without NaCl, medium, or PBMCsec (Figure 5E). Morphologically, no changes were observed in H&E staining (Figure 5F); however, when we stained for overall ECM configuration using Elastica van Giesson staining (Figure 5G) and with immunofluorescence for elastin (Figure 5H), we noticed specific subepidermal alterations in elastic fibers. In untreated skin, elastin showed vertical fibers reaching into the dermal papillae with parallel, horizontal fibers in the deeper dermis. These vertical, papillary fibers disappeared after TGFβ1 treatment but were preserved when PBMCsec was added (Figure 5G,H). These data suggest that PBMCsec is able to reduce the breakdown of elastic fibers, which occurs after TGFβ stimulation.

### 3.6. Combined Analysis of Murine and Human scRNAseq Datasets Reveals Elastin and TXNIP as Joint Key Players of Beneficial PBMCsec Effects

To better understand the mutual mechanisms of action of ECM balancing and anti-fibrotic mechanisms of PBMCsec, we performed the subclustering of the FBs of all scRNAseq datasets (Figure S9D) and performed a combined analysis (Figure 6A). As myoFB, i.e., *Acta2*/*ACTA2*-positive FBs, disappear in mature scars [54], these cells were not detected in most of our datasets. Therefore, we were not able to investigate the effects of PBMCsec on myoFB differentiation in our scar models in detail (Figure S9A–C). However, we detected a significant reduction in *ACTA2* in ex vivo PBMCsec-treated human scars (Figure S9C), indicating that even in mature scars, PBMCsec can reduce myoFB content. 

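Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm38, 34241090 to 34255590) encodes the smooth muscle actin by which myofibroblasts are recognised. In mice injected with PBMCsec or vehicle, 204 of 1541 FBs held an Acta2 UMI, or 13.2% (95% Clopper-Pearson interval 11.6% to 15.0%, which covers counting error only). Of these cells, 87 (5.65% of FBs) held at least 3 UMIs. Cluster 17, 1 of the 8 FB clusters, with 187 FBs and with Ednrb, Wif1, Col11a1 and Crabp1 among its top genes, held 92.5% of the Acta2 UMIs in FBs. Which kind of FB this cluster holds was not tested, so its Acta2 UMIs do not show that myofibroblasts were present. Outside it 114 of 1354 FBs (8.42%) held an Acta2 UMI and 1.33% held at least 3. The share was 81.6% in smooth muscle cells and pericytes, 6.27% in KCs, 1.54% in DCs and macrophages and 0.479% in TCs. The median depth was 8882 UMIs per FB, 10719 per KC and 3364 per TC, so the share in FBs was above that of KCs, which were sequenced more deeply. Outside cluster 17 this held for cells with an Acta2 UMI but not for cells with at least 3 UMIs, which were 1.96% of KCs, nor in PBMCsec library 4, where 12.6% of FBs outside the cluster and 18.5% of KCs held a UMI, nor in vehicle library 2, where none of these cells held one. Per library, the share in FBs was 10.9% ± 7.72 (SD, n = 4) after PBMCsec and 13.6% ± 4.62 (SD, n = 4) after vehicle, a difference within the spread between mice (exact permutation test, p = 0.571). With every cell thinned to 1000 UMIs the shares were 3.59% and 6.66% (exact p = 0.371). In summed counts Acta2 had 153 ± 245 CPM in FBs after PBMCsec and 269 ± 302 after vehicle. The log2 fold change was -0.87 (standard error 1.09, exact p = 0.486). It was -3.00 without PBMCsec library 4, which had 518 CPM against 6.70 to 75.8 in the other PBMCsec libraries, and 0.11 without vehicle library 4. In libraries numbered 3 and 4 alone it was -0.72, and in libraries numbered 1 and 2 alone the counts were too low for the test. By library number, with treatment in the model, edgeR called Acta2 higher in libraries 3 and 4, by 3.99 on the log2 scale (adjusted p = 0.0254), with 75.8 to 688 CPM against 6.70 to 88.0 in libraries 1 and 2. Without cluster 17 it had 6.55 to 24.3 CPM in the PBMCsec libraries and 0 to 102 in the vehicle libraries.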

When overlaying DEGs from FBs from all three experiments, no genes were mutually upregulated (Figure 6B). Interestingly, *Eln/ELN* and *Txnip/TXNIP* were mutually downregulated in all experimental settings (Figure 6C). 

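Eln (ENSMUSG00000029675) lies on chromosome 5 of GRCm38 from 134702593 to 134747323, and Txnip (ENSMUSG00000038393) on chromosome 3 from 96557957 to 96561883. In FBs of mice injected with PBMCsec, Eln had 546 ± 383 CPM (SD, n = 4), and with vehicle 524 ± 138 (SD, n = 4). The log2 fold change of Eln was 0.06 (standard error 0.44), within the spread between mice (exact permutation test, p = 0.914). Txnip had 490 ± 156 CPM after PBMCsec and 502 ± 134 after vehicle, a log2 fold change of -0.05 (standard error 0.28, exact p = 0.857). The adjusted p from edgeR was 1.00 for both genes. Single libraries decide the sign of both values. Eln had 1064 CPM in PBMCsec library 4 and 151 in PBMCsec library 2, and its log2 fold change was -0.48 without the former and 0.37 without the latter. Without vehicle library 2 it was -0.10. That of Txnip was 0.12 without PBMCsec library 4, 0.09 without vehicle library 3, 0.05 without vehicle library 4 and 0.04 without PBMCsec library 3, and negative without each of the others. The log2 fold change of Txnip was 0.69 in libraries numbered 1 and 2 alone and -0.77 in libraries numbered 3 and 4 alone, which moved it most of all alternatives. The treatment effect on Txnip differed between these sets of libraries by -1.45 on the log2 scale (edgeR interaction term, adjusted p = 0.728, and 0.0563 adjusted over the list alone). Eln was at -0.37 in libraries numbered 1 and 2 alone and at 0.32 in libraries numbered 3 and 4 alone. It was also negative with the library number as a block, with a term for the number group, with limma on mean log-normalized values and with a 10% mitochondrial limit, none of them with an adjusted p under 0.05. The paper's test across cells called both genes lower, Eln with a log2 fold change of -0.35 (adjusted p = 4.91e-07) and Txnip with -0.46 (adjusted p = 1.3e-13). In libraries numbered 3 and 4 alone this test gave -0.32 for Eln and -0.68 for Txnip. In libraries numbered 1 and 2 alone it gave 0.63 for Txnip, which was not called there. From the overlap of the genes lower in FBs in its mouse and human experiments, the paper states that Eln and Txnip are reduced in every setting.

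**Figure D2:**
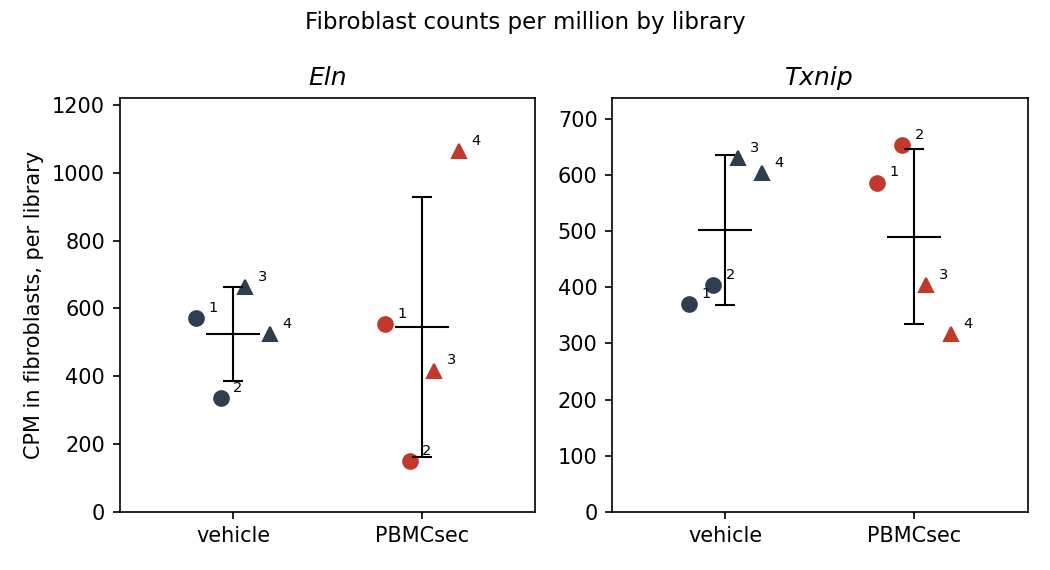
CPM of Eln and Txnip in the FBs of each library (vertical axes), by treatment (horizontal axes). Circles are libraries numbered 1 and 2 and triangles are libraries numbered 3 and 4, each with its number beside it, and horizontal bars with error bars give the mean ± SD of 4 libraries. Eln runs from 151 to 1064 CPM after PBMCsec, and Txnip from 317 to 653.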

Elastin and TXNIP were solidly reduced in all three scRNAseq, at both time points after injection, and in human scars (Figure 6D,E).

As we have shown that PBMCsec does not interfere with canonical TGFB1 activity, we next wanted to know how TGFβ signaling is inhibited by PBMCsec. TGFβ is one of the most pleiotropic signaling molecules, and its interaction via the regulation of its release and activation by elastin was previously described [55]. TGFβ is secreted as inactive and bound to latent TGFβ binding proteins (LTBP1-4), together forming the large latent complex (LLC) [56]. The activation of TGFβ occurs via a tightly controlled process involving the cleavage of LTBPs or protease-independent activation via integrins [56,57]. We, therefore, wondered whether PBMCsec also regulates molecules indirectly involved in TGFβ activation. Surprisingly, we found that *Ltbp4*/*LTBP4* was decreased by PBMCsec in both mouse and human experimental settings (Figure 6F). 

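Ltbp4 (ENSMUSG00000040488, chromosome 7 of GRCm38, 27305136 to 27337692) had 253 ± 77.2 CPM (SD, n = 4) in FBs of mice injected with PBMCsec and 213 ± 144 (SD, n = 4) with vehicle. Its log2 fold change was 0.21 (standard error 0.38), which is within the spread between mice (exact permutation test, p = 0.714). The adjusted p from edgeR was 1.00. The vehicle mean rests on vehicle library 4, with 428 CPM against 125 to 157 in the other vehicle libraries, and without it the log2 fold change was 0.83. In libraries numbered 1 and 2 alone it was 0.94, and in libraries numbered 3 and 4 alone -0.20.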

*Ltbp4*/*LTBP4* is involved in both elastogenesis and the regulation of TGFβ signaling [57,58], and an increase in Ltbp4 is associated with fibrosis in scleroderma via TGF-β/SMAD signaling [59]. Additionally, we found that the expression of integrin subunits beta 1 and beta 5 (*Itgb*/*ITGB 1*/*5*) was also decreased upon PBMCsec treatment (Figure 6G,H). 

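Itgb1 (ENSMUSG00000025809, chromosome 8 of GRCm38, 128685654 to 128733200) had 416 ± 114 CPM (SD, n = 4) in FBs of mice injected with PBMCsec and 474 ± 127 (SD, n = 4) with vehicle, a log2 fold change of -0.18 (standard error 0.26, exact permutation test, p = 0.514). Itgb5 (ENSMUSG00000022817, chromosome 16, 33829665 to 33949338) had 196 ± 24.8 and 206 ± 56.7 CPM, a log2 fold change of -0.06 (standard error 0.23, exact p = 0.80). Neither difference exceeded the spread between mice, and the adjusted p from edgeR was 1.00 for both genes. Itgb1 was at 0.02 without vehicle library 1, and negative without each of the other libraries in turn. It was at -0.17 in libraries numbered 1 and 2 alone and at -0.20 in libraries numbered 3 and 4 alone. The corresponding values of Itgb5 were -0.11 and -0.01. Itgb5 was at 0.10 without vehicle library 2, at 0.01 without PBMCsec library 3 and at 0.05 with limma on mean log-normalized values.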

As both participate in the activation of TGFβ [56], these data indicate that their downregulation might indirectly contribute to the reduction in TGFβ-mediated fibrotic effects.

Finally, we investigated whether PBMCsec contains endogenous elastase inhibitors that inhibit elastin breakdown and the release of TGFβ [60], further enhancing the anti-TGFβ feedback loop induced by PBMCsec. However, the elastase activity assay showed only a weak reduction in elastase activity after the addition of PBMCsec (Figure 6H). We, therefore, propose a multi-effect model for the attenuation of fibrosis with PBMCsec (Figure 6J): PBMCsec directly inhibits TGFβ1-mediated myoFB differentiation, but not via canonical signaling. PBMCsec attenuates the expression of numerous matrix genes and significantly reduces elastin secretion. PBMCsec prevents elastin breakdown, shows mild elastase inhibition, and interferes with TGFβ-induced gene expression (Figure 6J).

## 4. Discussion

For patients, scars, particularly hypertrophic scars, not only represent an aesthetic problem but often lead to significantly reduced quality of life due to associated limitations of movement, itching, and pain [8]. As the treatment of hypertrophic scars remains difficult, the development of new therapeutic options is of particular interest. Here, we present a multi-model approach to assessing the effects of a secretome-based drug (PBMCsec) on scar formation and treatment in mice and humans. The strong tissue-regenerative activity of PBMCsec has already been demonstrated not only in cutaneous wounds [25,26,27] but also in various other organs, such as focal brain ischemia [31], spinal cord injury [32], and infarcted myocardium [33]. Interestingly, in all organs mentioned above, PBMCsec significantly reduced the size of the damaged areas and reduced the developing fibrotic tissue, suggesting its potential use in the treatment of cutaneous scars [27,33], In this study, we compared the effect of PBMCsec on scar formation in mice in vivo and in human ex vivo explant cultures. In mice, we performed the intradermal injection of the secretome into mature scars and applied it topically during wound healing and scar formation. Only a few studies have investigated the effects of paracrine factors on cutaneous scarring using cell secretomes from different stem cell types, including umbilical cord stem cells, adipose tissue-derived stem cells, or mesenchymal stem cells [61,62,63]. Arjunan et al. and Liu et al. showed that conditioned medium from umbilical cord Wharton’s jelly stem cells or adipose tissue-derived stem cells reduced the activation and growth of keloidal fibroblasts in in vitro and in vivo keloid models [62]. In addition, Hu et al. suggested a combined treatment of conditioned medium from MSC and botulinum toxin for the treatment of hypertrophic scars [62]. However, in-depth analyses of the underlying mechanisms are still lacking. Thus, our study is the first to use scRNAseq to unravel mechanisms important for improved scar formation after the application of a cell secretome. Generally, scRNAseq generates large datasets with tens of thousands of cells, which helps to smooth out donor and technical variances. Therefore, low donor numbers, as used in our study, are widely acceptable [64,65,66]. 

In our mouse experiments, both application routes, topical and intradermal application, showed promising effects on scar formation and treatment. Of note, significantly more genes were regulated after the topical application of PBMCsec, suggesting higher efficacy after wound application than after injection. However, the improved wound healing process per se after PBMCsec application might already be decisive for better scar quality. Therefore, a direct comparison of the two application routes is difficult and requires further experiments where PBMCsec is topically applied to already existing scars. Furthermore, other potential treatment options, such as application after laser treatment [67], microneedling [68,69], or in combination with nanocarriers [68] should be tested in future experiments. Most importantly, and in line with the data on mouse scar formation, we also identified a significant anti-fibrotic effect of PBMCsec on human mature hypertrophic scars in explant cultures. In fact, the treatment of scars with PBMCsec in mice and humans showed high similarities. In both species, we found the strongest transcriptome alterations in FB clusters, specifically in genes of the so-called matrisome, which includes collagens, proteoglycans, glycoproteins, and ECM regulators [22,23,24]. The matrisome, which was recently defined for large-scale in silico analyses, provides a comprehensive overview of the components of the ECM [51,70,71]. Although several characteristics of ECM alterations in (hypertrophic) scars have already been described [72], our study provides the first large dataset analyzing changes in the entire matrisome in mice and humans during wound healing and scar formation. These highly valuable datasets could be the basis for many future studies on the pathophysiology of wound healing and scar formation, as well as on the effects of secretome-based scar treatment.

In the present study, we further focused on elastin, which was similarly downregulated by PBMCsec under all conditions and in all species investigated. Elastin fibril sequences interact with microfibrils and bind to cell surface receptors [73]. Elastin is extremely durable and has a half-life of ~70 years [73,74]. While intact elastin is inert and insoluble, it can be degraded by a plethora of elastases [74], including MMPs, aspartic proteases, serine proteases, and cysteine proteases [74]. In our ex vivo assays, we found strong degradation of elastic fibers in human skin induced by TGFβ, which was completely inhibited by PBMCsec, suggesting an elastase-inhibiting effect of PBMCsec. Intriguingly, this effect of TGFβ on elastic fibers appears to be counterintuitive, and we did not find any other study describing this phenomenon. The interaction of TGFβ and elastin is complex. TGFβ is generally known to induce elastogenesis [47]), stabilize elastin mRNA [47,48]), and increase elastin secretion (Figure 5), which is most likely due to the post-transcriptional control of elastin [47]. This is in line with our in vitro findings, as we could show the strong upregulation of elastin production in fibroblasts treated with TGFβ. Interestingly, this upregulation was also significantly inhibited by PBMCsec at the mRNA and protein level. So far, we cannot offer an explanation for this phenomenon. It is tempting to speculate that the proteolytic breakdown of elastin triggers the de novo synthesis of elastin. Furthermore, whether the TGFβ-induced overproduction of elastin also leads to the assembly of new functional elastic fibers is still not fully understood. Therefore, the mechanisms by which PBMCsec inhibits elastin breakdown need further investigations. Interestingly, our in vitro elastase assay showed only weak anti-elastase activity of PBMCsec, suggesting that either the specific enzyme inhibited by PBMCsec is not detected by the in vitro assay or PBMCsec leads to the induction of endogenous protease inhibitors. In line with the second hypothesis, Copic et al. recently showed that PBMCsec is indeed able to induce the production of SERPINB2, a serine protease inhibitor, in human mononuclear cells [75]. Furthermore, with scRNAseq, we showed that some elastase inhibitors, such as *PI3* (peptidase inhibitor 3) and *SLPI* (secretory leukocyte protease inhibitor), were significantly upregulated by PBMCsec in FBs in scars (Figure 4H). Despite having been well investigated for their beneficial effects in cystic fibrosis [76], these elastase inhibitors have been hardly assessed for their role in cutaneous scar formation so far. Further, more sophisticated experiments are needed to fully address the role of these enzyme inhibitors in scar formation.

Aside from elastin, the only other gene consistently regulated by PBMCsec in all three scRNAseq experimental approaches was *TXNIP* (Thioredoxin interacting protein). TXNIP is critically involved in the regulation of reactive oxygen species (ROS) and cellular oxidative stress [77] and was shown to contribute to disturbed wound healing under ischemic conditions [78]. With regard to scar formation, TXNIP was shown to be elevated in a murine model of pulmonary fibrosis, and the inhibition of TXNIP in this model led to the reduction in ROS and myoFB differentiation [79]. The exact role of TXNIP in skin pathologies and in scars, however, has been scarcely investigated [80]. Our finding that the downregulation of *TXNIP* was conserved across all our experimental approaches suggests that PBMCsec-induced *TXNIP* downregulation might be an important mechanism contributing to the anti-fibrotic action of PBMCsec. However, further studies are needed to fully decipher the mechanism of TXNIP-regulation as well as its impact on cutaneous scar formation.

Interestingly, PBMCsec also prevented FB activation and myoFB differentiation. In line with our results, previous studies showed that treatment of FBs with conditioned medium of mesenchymal or pluripotent stem cells was able to reduce myoFB differentiation [81,82]. In contrast to these studies, we were not able to identify a direct inhibitory action of PBMCsec on canonical TGFβ/Smad signaling [82]. However, TGFβ has been shown to also induce fibrosis via non-canonical (non-SMAD) signaling pathways [83], and blocking non-canonical signaling prevents pro-fibrotic phenotypes [84]. Possible non-canonical pathways might include glycogen synthase kinase-3β (GSK-3β) [85], a pathway we previously found to be regulated upon non-SMAD TGFβ-mediated abolishment of myoFB differentiation [7]. Hitherto, only few secreted molecules inhibiting non-canonical TGF-signaling have been described. Del-1 (Developmentally-Regulated Endothelial Cell Locus 1 Protein) was shown to inhibit TGFβ and attenuate fibrosis by suppressing the α_v_ integrin-mediated activation of TGFβ [86]. In addition, several proteins, such as fibroblast growth factor (FGF), epidermal growth factor (IGF), interferon gamma, and IL-10, all of which are present in PBMCsec, are known to inhibit myoFB differentiation [6]. To identify the exact pathway of TGFβ inhibition induced by PBMCsec, a detailed proteomic approach and the assessment of multiple pathways will be necessary in the future.

As previously discussed [7], there are some limitations to the current study that need to be considered. There are significant differences between the wound healing mechanisms of mice and humans. While mice mainly rely on the contraction of the subcutaneous panniculus carnosus, human wound healing is characterized by the deposition of extracellular matrix (ECM) followed by re-epithelialization [86,87]. However, recent research has shown that both processes contribute to a similar extent in mice [88]. Therefore, mouse wound models may be considered a valid model for human wound healing. However, it is important to note that the current mouse models of scarring do not fully replicate the pathological fibrotic state observed in human hypertrophic scars. Although mouse models for hypertrophic scars have been developed, such as subcutaneous bleomycin injection [89] and tight-skin mice [90], the comparability of the transcriptome of these models with human hypertrophic scars is not yet fully understood.

In conclusion, we provide an extensive study with multiple experimental approaches and ample scRNAseq data. Comprehensive analyses suggest a solid anti-fibrotic, ECM reducing, and myoFB-inhibiting effect of PBMCsec. We identified the prevention of elastin breakdown as a putative major underlying mechanism of PBMCsec-mediated scar attenuation. We thus propose future clinical assessment of PBMCsec to attenuate skin scarring during wound healing and to treat already existing mature scars [37].

## Figures and Tables

**Figure 1:**
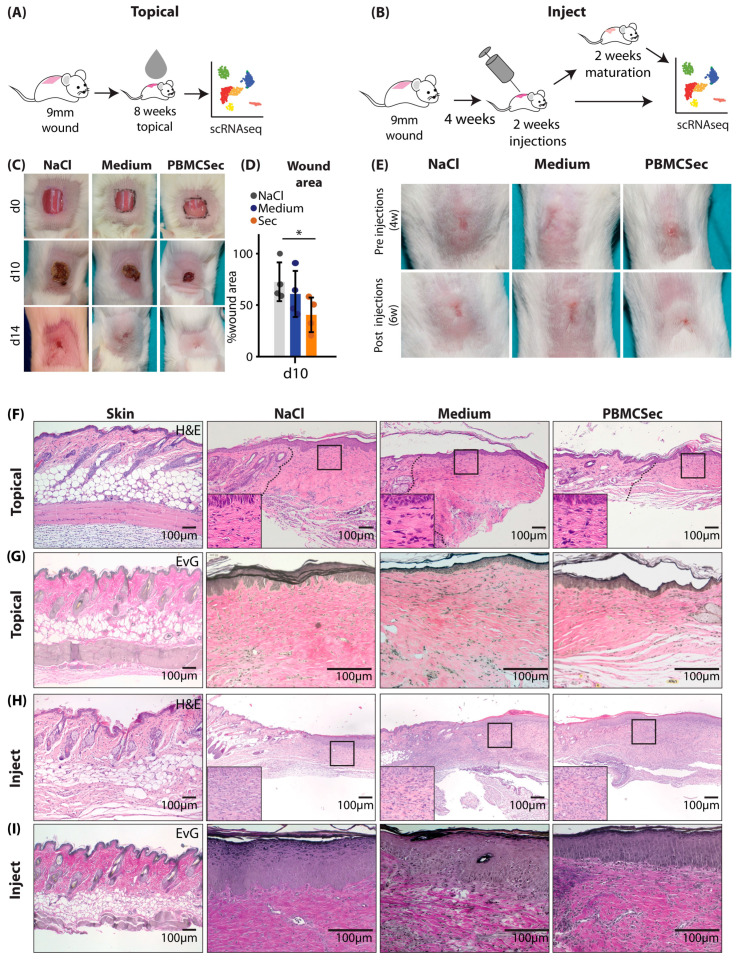
Comparison of PBMCsec-mediated effects on scars after topical or intradermal application. (**A**,**B**) Illustration of “topical” or “inject” workflow for mouse scars: (**A**) square wounds of 9 × 9 mm were excised on mouse backs (n = 4 per group), treated with topical PBMCsec for 8 weeks, and subjected to scRNAseq; (B) square wounds of 9 × 9 mm were excised on mouse backs (n = 4 per group), left to mature for 4 weeks, injected with PBMCsec for 2 weeks, and subjected to scRNAseq, or matured for another 2 weeks and then subjected to scRNAseq. (**C**) Wound documentation of topically treated scars on post-wounding days 0, 10, and 14. * indicates *p* < 0.05 in one-way ANOVA (**D**) Wound area measurements normalized to the d0 wound area of each respective wound. (**E**) Scar documentation of mouse scars before and after injections. (**F**) Hematoxylin/eosin staining of ”topical” mouse wounds. (**G**) Elastica van Gieson (EvG) staining of ”topical” mouse wounds. (**H**) Hematoxylin/eosin staining of ”inject” mouse wounds. (**I**) Elastica van Gieson (EvG) staining of ”inject” mouse wounds.

**Figure 2:**
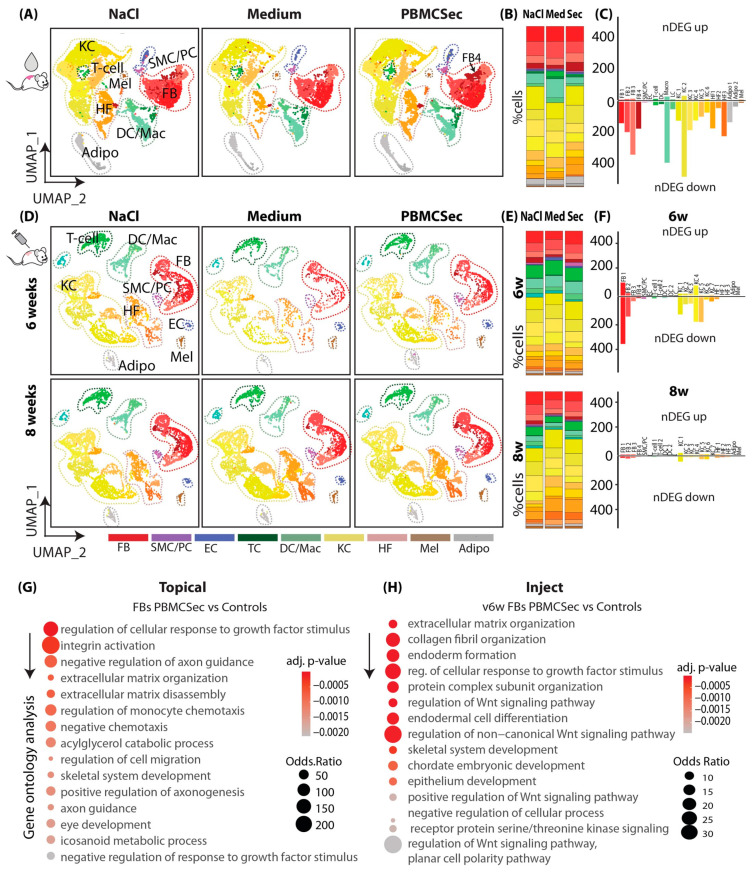
PBMCsec induces significant changes in the transcriptome after topical and intradermal application. (**A**) UMAP clustering of ”topical” mouse wounds (n = 4 per condition, pooled for scRNAseq analysis), split by condition: four fibroblast clusters (FB1-4; red), smooth muscle cells (SMCs) and pericytes (PCs; purple), endothelial cells (ECs; blue), T cells (TCs; dark green), macrophages (Mac) and dendritic cells (DCs; light green), three keratinocyte clusters (KC1-6; yellow), hair follicles (HF 1-3; beige), melanocytes (Mel; brown), and adipocytes (grey). Clusters were grouped as “FB”, “PC”, “TC”, “DC”, “KC”, “HF”, “MEL”, and “Adipo” for readability. (**B**) Percentages of cells per cluster, split by condition. (**C**) Number of significantly upregulated (positive y-axis) and downregulated (negative y-axis) genes (“nDEG”) per cluster in “topical” mice. (**D**) UMAP clustering of “inject” mouse wounds (n = 2 per condition), split by condition, i.e., 6w = mice after two weeks of injections; 8w = mice after injections + 2 weeks of maturation. Clusters FB1–4, SMCs, PCs, ECs, T cells 1+2, DC1+2, KC1–7, HF 1–3, Mel, and Adipo. Clusters were grouped as “FB” (red), “PC” (purple), “EC” (blue), “TC” (dark green), “DC” (light green), “KC” (yellow), “HF” (beige), “MEL” (brown), and “Adipo” (grey) for readability. (**E**) Percentages of cells per cluster, split by condition. (**F**) Number of significantly upregulated (positive y-axis) and downregulated (negative y-axis) genes (“nDEG”) per cluster in “inject” mice, split in 6w and 8w (**G**) Gene ontology (GO) term calculation of genes downregulated by PBMCsec compared with medium in “topical” FBs. (**H**) GO term calculation of genes downregulated by PBMCsec vs. medium in 6w “inject” FBs. DEGs were calculated per cluster comparing 8- and 6-week-old scars using a two-sided Wilcoxon-signed rank test, including genes with average logarithmic fold change (avg_logFC) of >0.1 or <−0.1.; adj. *p*-value < 0.05. UMAP, uniform manifold approximation and projection.

**Figure 3:**
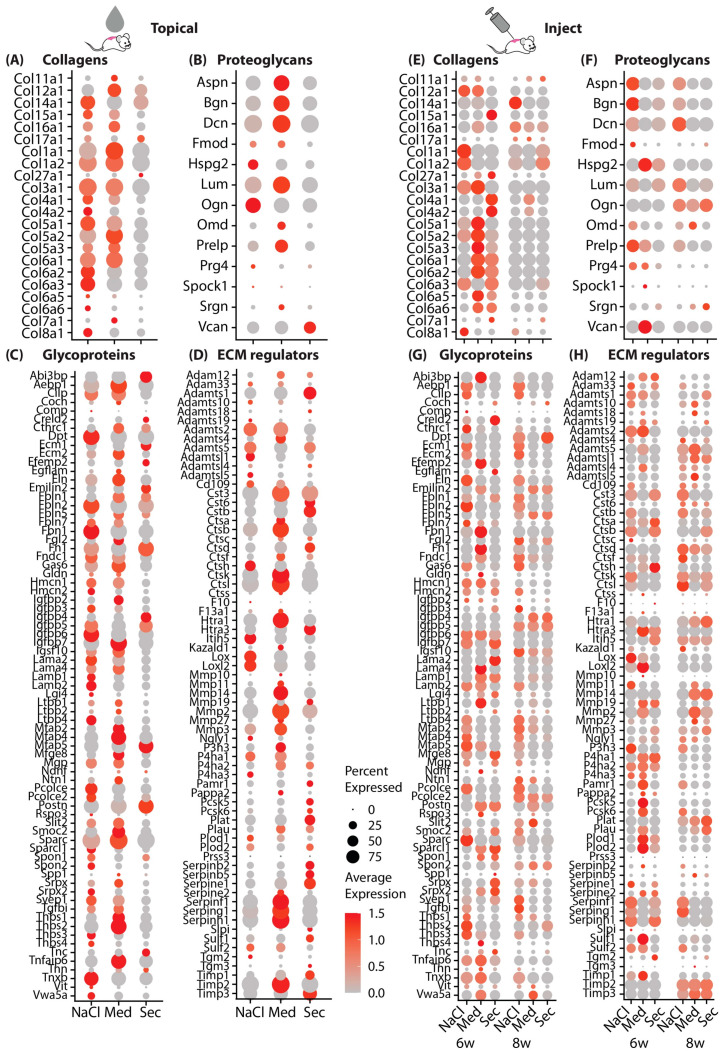
PBMCsec significantly alters the matrisome. Dot plots of gene lists of gene set enrichment of matrisome terms (**A**,**E**) “collagens”, (**B**,**F**) “proteoglycans”, (**C**,**G**) “Glycoproteins”, and (**D**,**H**) “ECM regulators” inputted to FBs of the “topical” (**A**–**D**) and “inject” (**E**–**H**) datasets, split by condition. Circle size correlates with the percent of cells expressing the respective gene, and color (red) correlates with normalized fold change in expression.

**Figure 4:**
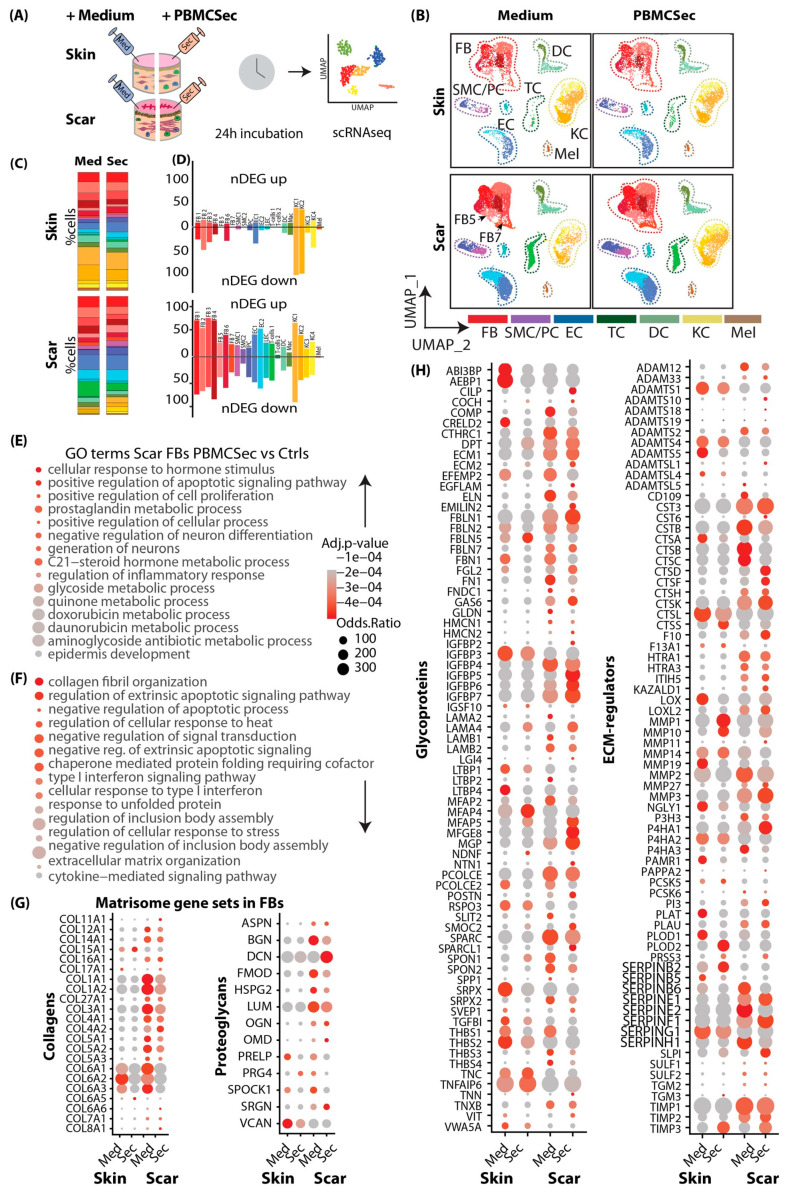
scRNAseq analysis of human skin and scars treated with PBMCsec ex vivo shows strong similarities to mouse models. (**A**) Illustration of scRNAseq workflow in human skin and scar samples. Skin and scar biopsies were incubated overnight in medium or PBMCsec and subjected to scRNAseq. (**B**) UMAP clustering of human skin and scar, split by condition. Seven fibroblast clusters (FB 1–7; red), smooth muscle cells (SMCs) and pericytes (PCs; purple), endothelial cells (ECs; blue), T cells (TCs; dark green), macrophages (Mac) and dendritic cells (DCs; light green), four keratinocyte clusters (KC1–4; yellow), and melanocytes (Mel; brown). Clusters were grouped as “FB”, “PC”, “TC”, “DC”, “KC”, “MEL”, and “HF” for readability. (**C**) Percentages of cells per cluster, split by condition. (**D**) Number of significantly upregulated (positive y-axis) and downregulated (negative y-axis) genes (“nDEG”). (**E**) Gene ontology (GO) term calculation of genes (**E**) upregulated and (**F**) downregulated by PBMCsec compared with medium in “topical” FBs. (**G**) Dot plots of gene lists of gene set enrichment of matrisome terms “collagens” and “proteoglycans”, and (**H**) “Glycoproteins” and “ECM-regulators” inputted in FBs. DEGs were calculated per cluster by comparing 8- vs. 6-week-old scars using a two-sided Wilcoxon signed-rank test, including genes with average logarithmic fold change (avg_logFC) of >0.1 or <−0.1.; adj. *p*-value < 0.05. UMAP, uniform manifold approximation and projection.

**Figure 5:**
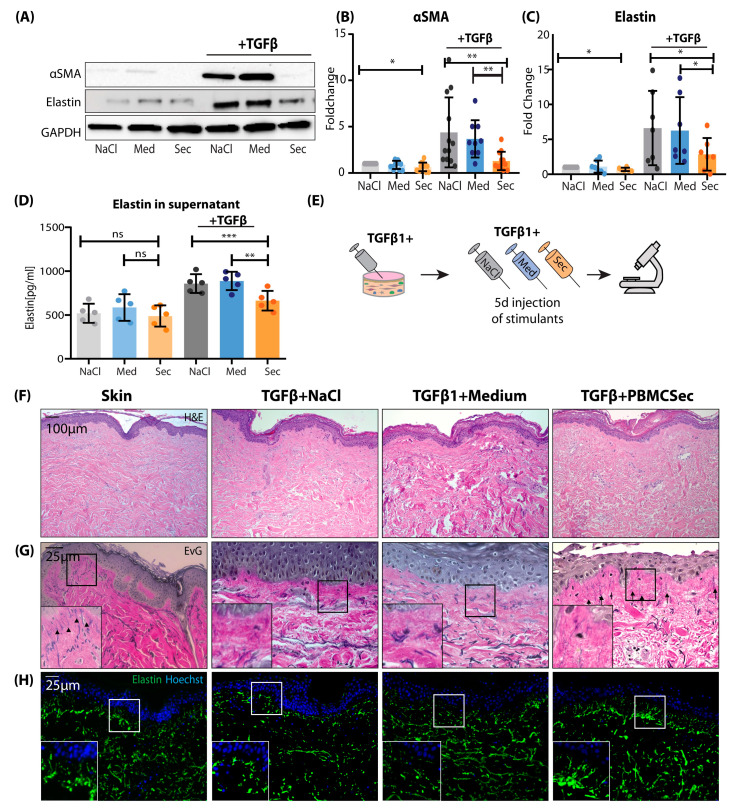
PBMCsec abolishes myofibroblast differentiation in vitro. (**A**) Western blot stained for alpha Smooth muscle actin (SMA) and elastin, and lysate from human primary FBs stimulated with NaCl, medium, or PBMCsec, without or with TGFß1, respectively. (**B**) Quantification of Western blot, normalized to ctrl (n = 6 human donors). (**C**) Elastin measured with ELISA from primary human FB supernatant, stimulated with NaCl, medium, or PBMCsec, without or with TGFß1. (**D**) Workflow illustration of ex vivo human skin TGFß stimulation experiment, where 5 mm skin biopsies were injected with TGFß and NaCl, medium, or PBMCsec for 5 consecutive days (**E**). (**E**,**F**,**H**) Elastica van Gieson. (**G**) Immunofluoresence staining for elastin in human ex vivo skin samples. Statistical significance was tested using one-sided ANOVA. Lines and error bars indicate means and standard deviation. ns *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 6:**
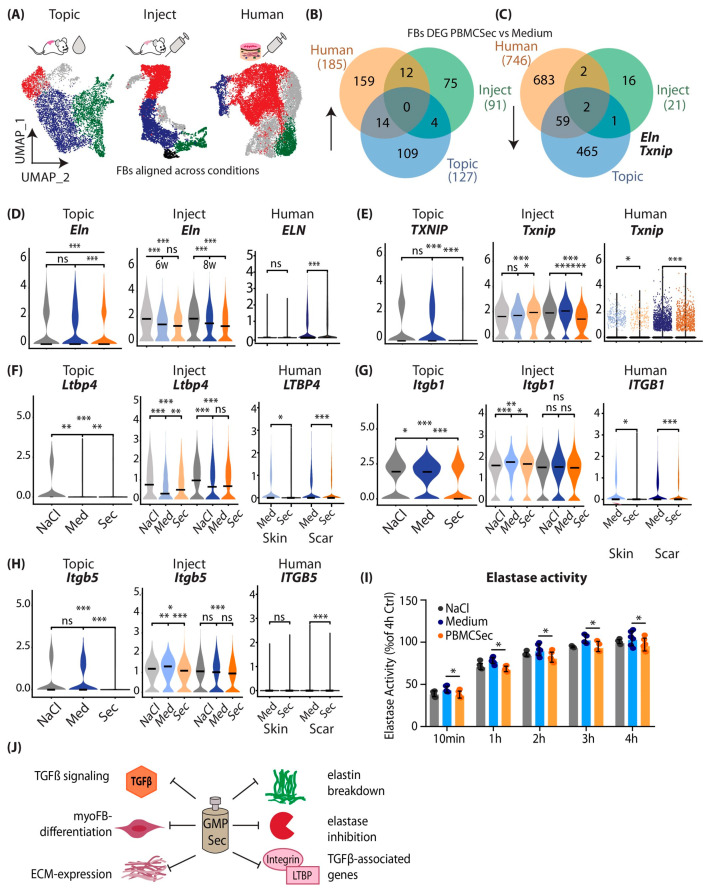
Combined analysis of murine and human scRNAseq datasets reveals elastin as joint key player of beneficial PBMCsec effects. (**A**) Subclustering of FBs in “mouse topical”, “mouse inject”, and “human” scRNAseq datasets, and FB subcluster alignment. Red, cluster A; blue, cluster B; green, cluster C; aligned by cluster markers (Figure S9). (**B**) Venn diagram of overlap of significantly upregulated and (**C**) downregulated genes in FBs in all three datasets. (**D**–**G**) Violin plots of (**F**) latent TGFβ binding protein 4 (Ltbp4/LTBP4) and (**G**,**H**) Integrin subunit beta 1/5 (Itgb1/5/ITGB1/5) in datasets. (**I**) Elastase assay with fluorescence-marked pig pancreas elastase, with NaCl, medium, or PBMCsec supplementation. Y-axis indicates fluorescence intensity, i.e., elastase activity. Comparison among groups was performed with Student’s *t*-test. (**J**) Illustration of putative mechanisms of PBMCsec in scars. In violin plots, dots represent individual cells; y-axis represents log2 fold change in normalized genes and log-transformed single-cell expression. Vertical lines in violin plots represent maximum expression; the shape of each violin represents all results; and the width of each violin represents the frequency of cells at the respective expression level. DEGs were calculated in FBs by comparing medium to FBs using a two-sided Wilcoxon signed-rank test, including genes with average logarithmic fold change (avg_logFC) of >0.1 or <−0.1 and Bonferroni-adjusted *p*-value < 0.05. For violin plots, a two-sided Wilcoxon signed-rank test was used in R. ns *p* > 0.05, * *p* > 0.05, ** *p* > 0.01, and *** *p* > 0.001.

## Data Availability

The scRNAseq data generated in this study have been deposited in the NCBI GEO database under accession numbers GSE156326 and GSE202544. The raw sequencing data are protected and are not available due to data privacy laws. If raw sequencing data are absolutely necessary for the replication or extension of our research, they will be made available upon request to the corresponding author in a 2-week timeframe. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics15041065/s1, Figure S1: Methods; Figure S2: Quality control of mouse scRNAseq; Figure S3: Top 50 regulated genes per cell group in ‘Topical’ mouse scars; Figure S4: Top 50 regulated genes per cell group in 6 weeks ‘Inject’ mouse scars; Figure S5: Quality control of human scRNAseq; Figure S6: Top 50 regulated genes per cell group in human skin; Figure S7: Top 50 regulated genes per cell group in human scar; Figure S8: The interaction of TGFβ and PBMCsec in vivo; Figure S9: Subcluster analysis of FB populations.

How the deposited data were processed for this re-analysis (not part of the article)

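Skin of mice injected with PBMCsec (4 libraries) or vehicle (4 libraries) was analysed as 10x Genomics single-cell libraries, 1 per mouse. The authors deposited, for each library, the raw UMI count of every gene in every barcode that Cell Ranger called as a cell, without normalization. Reads had been aligned to mm10, and the files list 31053 genes by Ensembl identifier and symbol. The paper names Cell Ranger v4.0, and the header of every file names software version 3.0.2. The values were checked to be whole numbers, and totals differed between libraries, as raw counts do. The labels give PBMCsec or vehicle and a library number. The time point and the control solution of each mouse could not be mapped, so libraries were grouped by treatment alone, and the libraries of medium and NaCl were not told apart. The time-specific statements of the paper, its topical and human experiments and its cell culture data were not analysed here.

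The total per library lay between 18578561 and 37880651 UMIs after PBMCsec (median 30847573) and between 14753926 and 33333619 after vehicle (median 23477465). The paper's filter was applied: 500 to 4000 genes, at most 20000 UMIs and at most 5% mitochondrial counts. Between 16.6% and 32.9% of the barcodes passed after PBMCsec and between 10.2% and 29.5% after vehicle. The genes Gm42418, Gm17056 and Gm26917 were removed, as in the paper. The paper names no doublet caller and none was used for the values at the claims. Scrublet (scanpy 1.11.5) called 18 cells (0.293%), too few for a working caller, so removing its calls was not run, and the 5% of cells with the highest score in each library were removed as an alternative. Chromosome positions come from GENCODE release M21 (GRCm38), matched by Ensembl identifier.

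Cells were normalized to 10000 UMIs per cell, integrated by library and clustered with Seurat 5.3.0 under R 4.3.3, with 2000 variable features, 30 dimensions, resolution 1, an anchor filter of 100 and an anchor weight of 50. The genes that the paper names for mouse skin and the matrisome lists were left out of the variable features, so that the clusters do not rest on them. Other genes reported here were not left out, and Trbc1, Hbb-bs and Defb6 are among the markers of the classes. A cluster was named when at least 3 markers of a class were found in at least 25% of its cells with at least 2-fold higher CPM than in other cells (prior of 10 CPM), with the top 10 genes as a check. This naming rule was set after the clusters were seen. The marker lists were fixed earlier and named 32 of 36 clusters. The unnamed clusters held 8.09% of the cells after PBMCsec and 7.84% after vehicle. Classes with at least 20 cells in every library were tested, which left FBs and TCs. A minimum of 10 cells, chosen after the cells were counted, added KCs and the class of DCs and macrophages.

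Counts were summed per library and class and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, adjusted p under 0.05). Col1a1, Col1a2 and Col3a1 were left out outside FBs, and Krt1, Krt5, Krt10, Krt14 and Krtdap outside KCs, as in the paper. CPM are TMM-scaled, except those without a cluster or without single cells, which are scaled to the total alone, and prior counts of 2 were used for log2 CPM. DESeq2 1.42.0 and limma 3.58.1 were run beside edgeR. Single values were compared with exact two-sided permutation tests over the 70 labellings of 8 libraries (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15). The matrisome lists were tested with camera at its preset correlation, with an estimated correlation, and with fry. All 44 collagens and 35 proteoglycans of the lists were found in the files, as were 184 of 191 glycoproteins and 205 of 206 ECM regulators. The lists were written from general knowledge before the data were examined, and are not the curated lists of the paper.

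The genes named in FBs were set by a rule fixed before the data were examined: every gene that the paper names for mouse skin (27 genes), and the 5 largest rises and falls among called genes whose groups do not overlap in FBs and in KCs. No gene met the second part of the rule, since edgeR called 0 genes in both classes. Of the 27 genes, 25 had enough counts, and the values of 24 of these are used here. Slpi (7 UMIs in FBs) and Serpinb5 (88 UMIs) did not and were not tested. A list of 23 stress response genes was tested in each class, and a list of 16 circadian clock genes was written after clock genes had been noticed among the FB genes that differ by library number. Both are reported under the other observations.

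Whether equal library numbers pair a PBMCsec and a vehicle library was checked by correlating, across genes, the deviations from the group mean. Genes are not independent replicates. In TCs the correlation of equal numbers 1 to 4 was 0.34, 0.18, 0.13 and 0.40, and numbers were taken to pair the libraries where each of these is over 0.1. In FBs it was 0.21, -0.01, 0.10 and 0.24, and in KCs 0.30, -0.03, 0.03 and 0.45, and for DCs and macrophages 0.32, 0.09, 0.28 and 0.28, so only TCs passed this rule. Even there, PBMCsec library 4 and vehicle library 3 had a correlation of 0.24, above the 0.13 of equal number 3. A pairing of libraries would be the same for all their cells, so passing in TCs alone does not establish it. A split of library numbers, 1 and 2 against 3 and 4, was set before the data were examined because the sizes of the files differ along it, and it is not a condition.

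The alternatives set before the data were examined were edgeR's RLE factors, DESeq2, no filter on low counts, the library number as a block, a term for the number group, each number group alone, each library left out in turn, cells with at least 1000 genes, clusters with all variable genes, counts thinned to the smallest library of a class (201247 UMIs in FBs), limma on mean log-normalized values, the paper's Wilcoxon test across cells (genes in at least 10% of cells, Bonferroni, log fold change over 0.1), the left-out collagens and keratins kept, the Gm genes kept, and a limit of 1 on the log2 fold change. A 10% mitochondrial limit, the minimum of 10 cells and the removal of the highest 5% of doublet scores were chosen after seeing the data.

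The fits were tested on simulated data with the depth of these libraries, with a dispersion that follows the trend and has no scatter between genes. Among changed genes that could be tested, edgeR recovered 61.1% in FBs, 77.4% in TCs, 69.2% in DCs and macrophages and 58.5% in KCs, with 3 false calls in FBs, 6 in TCs, 7 in DCs and macrophages and 2 in KCs. DESeq2 recovered 57.9% in FBs, and the test across cells 80.5% of its simulated genes with 0 false calls, but its cells were simulated with no spread between mice, so this does not show how many false calls that spread gives. Libraries of the same group were checked for duplicates, and their chi-square per degree of freedom lay between 9.80 and 52.3, so none repeats another. Intervals of shares are exact 95% Clopper-Pearson intervals and cover counting error only.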

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

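Of the tests in this part, the counting interval for the share of DCs and macrophages and the comparison of Txnip with all other FB genes, the 10% mitochondrial limit and each FB cluster left out in turn were chosen only after the result was seen, and the readings of the tests of few cells, of single FB clusters and of the 10% mitochondrial limit were revised after their first values were seen.

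In groups of 4 libraries, a library was looked at again when its gap to the nearest library took more of the group's range than Dixon's 95% limit allows. Of 86 groups scanned, 7 were over the limit, where chance gives about 1 in 20, or 4.3. The labels give no condition that sets any of these libraries apart, so no biological explanation was tested for them.

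The 3 genes that the paper removed (Gm42418, Gm17056 and Gm26917) took 5.92% of the UMIs of vehicle library 1, against 0.403% to 1.08% in the other vehicle libraries. Gm42418 alone took 5.89%. Damaged cells with a high mitochondrial share are excluded as the whole source, since the share was 7.51% in the cells that passed the filter, against 0.318% to 0.908% in the kept cells of the other vehicle libraries. The median per kept cell was 0.921%, against 0.249% to 0.487% in the other vehicle libraries, so the typical cell was raised as well, by less than the share of all UMIs. What raised the share was not tested. Keeping the genes changed no direction and no call.

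DCs and macrophages made up 15.9% of the cells of vehicle library 1 (24 of 151), against 6.33% to 7.21% in the other vehicle libraries. Counting error from few cells does not account for it, as the exact 95% interval starts at 10.5% and the other vehicle libraries together had 6.50% (174 of 2679). The mitochondrial limit also leaves it in place: at a 10% limit the share was 13.2% (42 of 318, exact 95% interval 9.69% to 17.4%), against 4.24% to 6.11%. By the reading written first, the gap ratio, the 10% limit would have counted as a candidate source, since the ratio fell to 0.791. Without this library the difference in the share, PBMCsec minus vehicle, was 3.46 percentage points instead of 1.17. A difference in how the skin was dissociated stays open and was not tested.

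Ltbp4 had 428 CPM in the FBs of vehicle library 4, against 125 to 157 in the other vehicle libraries. A few cells with many UMIs are excluded, since 30.7% of its FBs, thinned to 1000 UMIs, held an Ltbp4 UMI (exact 95% interval 23.8% to 38.3%), against 0% to 15.9%. More cells of 1 FB cluster are excluded as the whole cause: with each of the 8 FB clusters left out in turn, at least 84.3% of the excess on the log2 scale was left. Without cluster 9, which held the most Ltbp4 UMIs over the FBs of all libraries, the value was 365 CPM against 88.8 to 148, with 89.8% of the excess left. The gap ratio, which was the first reading, fell to 0.784 without cluster 9 and would have counted for the cluster. What raised Ltbp4 across the FBs of this library was not tested further.

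Acta2 had 518 CPM in the FBs of PBMCsec library 4, against 6.70 to 75.8 in the other PBMCsec libraries. After thinning, 11.4% of its FBs held a UMI (exact 95% interval 6.89% to 17.4%), against 1.06% to 3.02%. The thinned counts behind the group shares of 3.59% and 6.66% gave 11.4% against 0% to 2.45% in the other PBMCsec libraries. By both, a few cells are not the whole source, although 3 cells held 58.3% of 782 UMIs. Cluster 17 held 92.5% of the Acta2 UMIs in the FBs of all libraries, and without it the value was 24.3 CPM, against 6.55 to 15.4, with 23.9% of the log2 excess left. The high value may therefore come from Acta2-rich cells of 1 FB cluster in this library.

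Mmp19 had 189 CPM in the FBs of PBMCsec library 2, against 49.0 to 67.5 in the other PBMCsec libraries. Of 68 FBs, 13.2% held a UMI after thinning (exact 95% interval 6.23% to 23.6%), against 3.58% to 6.96%. The 3 cells with the most UMIs held 31.9% of them, and without these the value was 132 CPM, which goes against a few cells as the whole source, but the intervals leave them open. Without cluster 7, which held the most Mmp19 UMIs over all libraries, the value was 116 CPM, against 46.2 to 64.7, and 56.7% of the log2 excess was left, so a single cluster and the whole library cannot be told apart with 68 cells. By the gap ratio, which fell to 0.735, the cluster would have counted as a candidate source.

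Timp1 had 765 CPM in the FBs of vehicle library 2, against 54.2 to 75.6 in the other vehicle libraries. This library had 27 FBs, of which 3 cells held 74.0% of 146 UMIs, and without them the value was 218 CPM. After thinning, 19.2% of its FBs held a UMI (exact 95% interval 6.55% to 39.4%), against 3.23% to 6.63%, which leaves a few cells open. Without cluster 7, which held the most Timp1 UMIs over the FBs of all libraries, the value was 793 CPM, which excludes that cluster. Without cluster 21, which held 71.9% of the Timp1 UMIs of this library, it was 227 CPM, against at most 75.5 in the other vehicle libraries, and 47.6% of the log2 excess was left, so a single cluster and the whole library cannot be told apart with 27 FBs.

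Serpinb2 had 220 CPM in the FBs of vehicle library 2, against 0 to 13.1 in the other vehicle libraries. All 42 UMIs lay in 3 cells. After thinning, 11.5% of the FBs held a UMI (exact 95% interval 2.45% to 30.2%), against 0% to 1.08%, so few cells stay open, although the reading written first would have counted this share against them. Without cluster 21, which held 71.0% of the Serpinb2 UMIs in the FBs of all libraries, the value was 0 CPM, against 0 to 6.63, so the value may come from cells of that cluster.

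The effect of PBMCsec on Txnip in FBs differed between libraries numbered 1 and 2 and libraries numbered 3 and 4. The interaction was -1.45 on the log2 scale, with an unadjusted p of 0.00225 from edgeR, an adjusted p of 0.728 over all genes and 0.0563 adjusted over the list alone, so it fails the correction. In libraries 1 and 2 every PBMCsec library was above every vehicle library, and in libraries 3 and 4 every PBMCsec library was below. With the 10% mitochondrial limit libraries 1 and 2 no longer parted, as vehicle library 2 had 612 CPM there, above PBMCsec library 1 (598) and PBMCsec library 2 (546), and libraries 3 and 4 still did. A difference in depth is excluded as the whole source, since both sets (2) parted the same way in counts thinned to 1 depth. Cells of another type among the FBs stay open. Both sets (2) parted with the highest 5% of doublet scores removed, but Scrublet was no working caller here, and the removal took none of the 68 FBs of PBMCsec library 2 and 1 of the 31 FBs of vehicle library 1. Chance order of the libraries is not excluded: 4.66% of 9561 FB genes parted in opposite directions in this way, where chance order gives 5.56%, and 1 of 25 named genes did, where chance gives 1.39. The number groups may follow the paper's time points, but the labels do not say so, and no biological explanation was tested.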

How the results depend on the processing

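The 10% mitochondrial limit, the removal of the highest 5% of doublet scores, the minimum of 10 cells per library, which all values of KCs and of DCs and macrophages rest on, and the list medians over all genes in at least 10% of cells were chosen only after the data were seen, and the other tests of this part were set before the data were examined. Of 942 alternative values for 43 results, 844 kept their direction and their side of the threshold, 61 reversed, 37 passed the threshold where the reported value does not, and 0 lost a call, since nothing was called at first. Of these, 172 of 204 counts, 515 of 564 log2 fold changes of named genes, 90 of 104 list medians and 67 of 70 differences in shares were unchanged in both respects. The 37 include 1 list median, of the ECM regulators in libraries numbered 1 and 2 alone. It was counted on an unadjusted camera p of 0.0365, and its p adjusted over the 4 lists was 0.146. The smallest adjusted p of a named gene over 548 values from library sums was 0.457, and that of a class share over 60 values was 0.286. Where a result below changed, the cause was not tested, except that each number group alone and each fit without a library has fewer samples. Removing Scrublet's own doublet calls was planned and not run, as it called too few cells. Acta2 and Serpinb2 could not be tested in libraries numbered 1 and 2 alone, where their counts were too low.

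The Wilcoxon test across cells called 48 genes lower and 83 higher in FBs, 1 lower and 4 higher in TCs, 1 lower in DCs and macrophages, and 94 lower and 30 higher in KCs. It called Eln (-0.35), Txnip (-0.46) and Postn (-0.53) lower and Aebp1 (0.34) and Adamts1 (0.53) higher. Under it the log2 fold change of Igfbp4 (-0.26) and the median of the glycoproteins (-0.12) changed sign. This test reports genes past a log fold change of 0.1 alone, which keeps a median over few genes away from 0. Over all genes in at least 10% of cells, the medians were -0.035 for 92 glycoproteins, -0.055 for 22 collagens, -0.013 for 11 proteoglycans and -0.028 for 86 ECM regulators, beside -0.017 for all 8020 FB genes, so the lists lay near the median of all genes.

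DESeq2 called 3 genes higher in TCs, 6 in DCs and macrophages and 3 in KCs, and its interaction term called 12 genes in FBs and 1 in KCs. With no filter on low counts, edgeR called 7 genes lower and 38 higher in TCs and 24 lower and 84 higher in DCs and macrophages, and the collagen median (0.038), the median of the ECM regulators (0.059) and Htra3 (0.018) changed sign. The log2 fold change of Ccl5 in TCs was 1.81 with the filter and 1.90 without. Its adjusted p from edgeR was 0.306 with the filter and 6.2e-14 without, so this call does not rest on a larger change. With the library number as a block, 6 genes were called higher in TCs, 6 in DCs and macrophages (Cxcl1, Clec4e, Hmox1, Stab1, Ccl8 and Selenop) and 1 in KCs (Defb6), and Eln was at -0.19. By this block the exact sign-flip p of the class shares was 0.25 for FBs and for KCs, 0.875 for TCs and 0.625 for DCs and macrophages, where 0.125 is the smallest possible. Defb6 is among the markers of hair follicle and sebaceous cells, so such cells among the KCs are not ruled out. With a term for the number group, 3 genes were called higher in TCs and 4 in DCs and macrophages, and Eln was at -0.011.

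Within libraries numbered 1 and 2, 1 gene was called lower and 1 higher in TCs, 1 lower and 6 higher in DCs and macrophages and 1 higher in KCs. Eln (-0.37), Txnip (0.69), Adamts1 (-0.040), the median of the glycoproteins (-0.022) and the share of DCs and macrophages (-0.42) changed sign there. The median of the ECM regulators was -0.21 there, with an unadjusted camera p of 0.0365. In libraries numbered 3 and 4 alone, 1 gene was called higher in DCs and macrophages (Ccl8). Ltbp4 (-0.20), Pcsk5 (0.067), Pcsk6 (0.033), Timp1 (0.66), Serpinb2 (1.04), the medians of the proteoglycans (-0.0085) and the ECM regulators (0.011) and the share of TCs (2.03) changed sign there.

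With limma on mean log-normalized values, Eln (-0.28), Itgb5 (0.054), Htra3 (0.074), Mmp19 (-0.13) and the median of the proteoglycans (-0.030) changed sign. Thinned counts did so for Htra3 (0.0095) and Mmp19 (-0.15). In cells with at least 1000 genes, 2 genes were called higher in DCs and macrophages. With the 10% mitochondrial limit, 1 gene was called higher in DCs and macrophages (Socs3), and Eln (-0.21), Timp3 (-0.059) and the median of the glycoproteins (-0.026) changed sign. RLE factors, clusters with all variable genes, the kept Gm genes, the kept keratins and collagens and the removal of doublet scores changed no direction and no call. Plau and Mfap5, both at 0.00, were given no direction.

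With each library left out in turn, the counts in FBs stayed at 0 lower and 0 higher, and the counts lower in TCs, KCs and DCs and macrophages at 0. Genes called higher ran from 0 to 2 in TCs (2 without PBMCsec library 4), from 0 to 1 in DCs and macrophages (1 without vehicle library 2) and from 0 to 1 in KCs (1 without PBMCsec library 2). Lowest and highest log2 fold changes were -0.48 and 0.37 for Eln, -0.21 and 0.12 for Txnip, 0.04 and 0.83 for Ltbp4, -0.37 and 0.021 for Itgb1, -0.17 and 0.10 for Itgb5, -3.00 and 0.11 for Acta2, and -0.39 and 0.14 for Htra3. They were -0.16 (without PBMCsec library 4) and 0.44 for Igfbp4, -0.12 (without PBMCsec library 3) and 0.68 for Igfbp5, -0.34 (without PBMCsec library 2) and 0.51 for Mmp19, -1.63 and 0.52 (without vehicle library 2) for Timp1, -0.016 and 0.19 for Timp3, and -2.70 and 0.79 (without vehicle library 2) for Serpinb2. List medians ran from -0.13 to 0.027 for collagens, from -0.049 to 0.33 for proteoglycans, from -0.027 to 0.087 for glycoproteins and from -0.11 to -0.0062 for ECM regulators. Differences in shares ran from 3.91 to 8.87 percentage points for FBs, from -7.89 to 2.16 for TCs, from -10.2 to -2.62 for KCs, from 0.27 to 3.46 for DCs and macrophages and from -6.34 to -0.48 for FBs with an Acta2 UMI.

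On counts simulated at the size of these libraries and at the trend of their dispersion, edgeR recovered 25.3% of simulated 2-fold changes in FBs, 25.5% in KCs, 42.1% in DCs and macrophages and 55.4% in TCs. Depth and the spread between mice were not varied apart, so which of them limits the calls was not tested.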

Differences from the paper's values

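The minimum of 10 cells per library, which the values of KCs and of DCs and macrophages in this part rest on, the 10% mitochondrial limit and the tally of Acta2 inside and outside cluster 17 were chosen only after the result was seen.

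The paper's figure shows about 91 FB genes higher in mice injected with PBMCsec than with medium (Fig. 6B, read by eye) and about 21 lower (Fig. 6C, read by eye). On these files edgeR called 0 higher and 0 lower (94 and 88 at an unadjusted p under 0.05), and DESeq2 called 0 of each. The paper's test took cells as replicates and the test here takes mice, and the vehicle group here is not known to be medium. Of the alternatives set before the data were examined, the Wilcoxon test across cells comes within 1.5 times the paper's value for the genes higher, with 83. No alternative does so for the genes lower: the Wilcoxon test gave 48 and each of the others gave 0.

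The paper states that more genes were lower than higher after injection, and that FBs and KCs changed most. Among genes at an unadjusted p under 0.05 in edgeR, 88 were lower and 94 higher in FBs, 50 and 61 in KCs, 91 and 88 in TCs, and 115 and 148 in DCs and macrophages. By the Wilcoxon test across cells, which takes cells as replicates, KCs (94 lower and 30 higher) and FBs (48 lower and 83 higher) had the most genes of the 4 classes, and more genes were lower than higher in KCs.

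The paper states that most matrisome genes were lower. Of all 252 matrisome genes tested here, 124 were lower and 128 higher. In collagens (14 of 25) and ECM regulators (57 of 104) more genes were lower, and in proteoglycans (5 of 14) and glycoproteins (48 of 109) fewer.

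The paper states that Eln, Txnip and Ltbp4 were lower in FBs. The log2 fold change was 0.06 for Eln and 0.21 for Ltbp4, and that of Txnip was lower at -0.05 without being called. Eln was negative under 6 alternatives, of which the 10% mitochondrial limit was chosen after seeing the values, and without PBMCsec library 4 or vehicle library 2. It was called only by the Wilcoxon test across cells (-0.35), which also called Txnip (-0.46). Ltbp4 was negative only in libraries numbered 3 and 4 alone (-0.20), and no alternative called it. Itgb1 (-0.18) and Itgb5 (-0.06) had the direction that the paper states, and no alternative called them.

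The paper states that Plau, Plat, Htra1, Htra3 and Aebp1 were higher. Aebp1 (0.43), Htra1 (0.33) and Plat (0.26) had that direction, Plau was at 0.00 and Htra3 at -0.03. Leaving out 1 library lowered Htra1 to 0.14 (without vehicle library 1) and Plat to 0.07 (without PBMCsec library 3) or 0.11 (without vehicle library 2). Htra3 was positive with no filter on low counts (0.02), with thinned counts (0.01) and with limma (0.07). The Wilcoxon test across cells called Aebp1 (0.34) and none of the other 4.

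The paper states that Acta2-positive FBs were not detected in most of its datasets. On these files 13.2% of FBs held an Acta2 UMI, above 6.27% in KCs and 0.479% in TCs, and 5.65% held at least 3 UMIs. Of the Acta2 UMIs in FBs, 92.5% lay in cluster 17, with 187 FBs, and outside that cluster 8.42% of FBs held a UMI and 1.33% held at least 3, which is below the 1.96% of KCs with at least 3, so FBs outside it were not above KCs by both measures. Whether the cells of cluster 17 are myofibroblasts was not tested, so these values do not show that myofibroblasts were present.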

Other observations

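Of the tests in this part, the counts over other splits of the libraries for the genes per class, for the test across cells, for the matrisome lists and for the library numbers were chosen only after the result was seen, as was the idea of testing clock genes, and the others were set before their result was seen.

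The libraries were divided into 4 and 4 in all 35 possible ways, the real one included, to see how often a split gives as many genes. At an unadjusted p under 0.05, as many genes as the real split were found by 29 of 35 splits in FBs, by 18 in TCs, by 13 in DCs and macrophages and by 29 in KCs, so chance cannot be excluded in any of these classes. Of the 18 splits with as many libraries numbered 1 and 2 on either side, the real one included, 12 gave as many in FBs, 6 in TCs, 3 in DCs and macrophages and 13 in KCs, which does not exclude chance either. For the list medians in FBs, 24 splits were as far from 0 for collagens, 17 for proteoglycans, 29 for glycoproteins and 18 for ECM regulators, and chance cannot be excluded for these either.

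The Wilcoxon test across cells called 131 FB genes in the real split. As many were called by 27 of the 35 splits, the real one included. The splits gave 84 to 533 genes, with a median of 205 over all 35. Chance can therefore not be excluded for this count.

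In TCs the library number as a block gave 6 genes. Over the splits that part all 4 pairs, 1 of 8 gave as many, the real one, and the others gave 0 to 3. The 8 splits allow no share under 0.125, so chance can neither be excluded nor shown. These genes (Isg15, Plac8, Hbb-bs, Calca, Ramp3 and Ccl5) were called neither by edgeR with its filter on low counts and no block nor by limma on all 8 libraries. With no filter on low counts edgeR called all 6. These calls do not rest on larger changes: the log2 fold change of Hbb-bs was 5.43 with the filter and 5.51 without. Its adjusted p from edgeR was 0.406 with the filter and 1.4e-60 without. DESeq2 called Isg15, Ramp3 and Ccl5. With a term for the number group edgeR called Isg15, Hbb-bs and Ccl5, and without PBMCsec library 4 it called Isg15 and Ramp3. The Wilcoxon test across cells called Hbb-bs. Hbb-bs is among the erythrocyte markers, so RNA of other cells is not ruled out for it.

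The FBs differed more by library number than by treatment. The split of libraries 1 and 2 against 3 and 4 gave 111 genes, the highest of 35 splits (1 of 35), and the next highest gave 8, so chance is excluded for this split at the level of 35 splits. It gave 65 genes in TCs, 51 in DCs and macrophages and 4 in KCs, where parting PBMCsec libraries 1 and 3 and vehicle libraries 1 and 2 from the others gave 246. With treatment in the model, edgeR called 67 FB genes, 45 lower and 22 higher in libraries 3 and 4, and 66 genes in TCs, 66 in DCs and macrophages and 0 in KCs. A difference in depth between the libraries is excluded as the whole source, since in counts thinned to 1 depth this split again gave the most genes (1 of 35), 20 of 3292, and the next highest gave 4. The treatment values within each number group are given at the claims. The number groups may differ in the paper's time points, in the day of collection or in library preparation, and none of these is given by the labels. These could not be told apart, and no biological explanation was tested apart from the clock genes below. Other FB genes called include Hspa5 (-1.71), Hyou1 (-1.39) and Hspa8 (-1.31), lower in libraries 3 and 4 on the log2 scale. Ednrb (4.23), Col11a1 (3.11) and Myl9 (1.91) were higher there. The list of stress response genes was tested by treatment alone. A difference in stress or in the mix of FB clusters between the number groups is therefore not ruled out.

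Clock genes were among the FB genes that differ by library number: Hlf (-2.88), Per3 (-2.76), Dbp (-2.64), Tef (-1.96), Nr1d2 (-1.63) and Per1 (-1.20) were lower in libraries 3 and 4 on the log2 scale, and Arntl (1.58) was higher. A candidate explanation is collection of the skin at different times of day. An index of 16 clock genes, 10 of 1 phase minus 6 of the opposite phase, was 2.18 higher in libraries 1 and 2 in FBs (exact permutation test, p = 0.0286, the smallest possible). Over the 11 genes listed as not seen before the difference was 1.58 (exact p = 0.0286), but Dbp and Per1, which are among them, were also called in FBs and may have been seen before the list was written. In FBs, 9 and 5 genes of these phases could be tested, and 5 and 4 of those not seen before. The test asked that all 4 classes part by library number, and 1 did. The difference was 0.29 in TCs (exact p = 0.20), 0.75 in KCs (exact p = 0.143) and -0.10 in DCs and macrophages (exact p = 0.686), so the index did not part the libraries in these classes. Single genes went both ways there. In KCs, Dbp (-2.91, adjusted p = 0.0851 from edgeR), Per1 (-1.58), Nr1d1 (-1.49), Tef (-1.30) and Nr1d2 (-1.26) were lower in libraries 3 and 4, as in FBs, and edgeR called none of the clock genes in KCs. In DCs and macrophages Nfil3, of the opposite phase, was also lower (-1.67, adjusted p = 0.0149 from edgeR), against the direction that the explanation needs. A weaker rhythm in these classes is not excluded, and the explanation stays a hypothesis. A difference in depth stays open. In thinned FBs, where 8 and 3 genes of the phases could be tested, the index still parted the libraries by 1.51, but this set holds the genes by which the pattern was noticed, and over the genes not seen before it no longer parted them (0.55, exact p = 0.371). The index did not differ by treatment in FBs (0.11, exact p = 0.914).

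Dissociation stress was tested with a list of 23 stress response genes. Its median log2 fold change, PBMCsec over vehicle, was -0.02 in FBs, -0.10 in TCs, 0.08 in DCs and macrophages and -0.03 in KCs. As large a median was given by 35 of 35 splits in FBs, 15 in TCs, 27 in DCs and macrophages and 34 in KCs, so no difference in stress between the treatments was detectable.

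The paper names further genes beside panels of its topical experiment. In FBs of the injected mice here, the log2 fold change was -0.77 for Fn1 (standard error 0.35), which was the only one of 25 named genes at an unadjusted p under 0.05 in edgeR, with an adjusted p of 1.00 and an exact permutation p of 0.0857. It was -1.45 in libraries numbered 1 and 2 alone and -0.05 in libraries numbered 3 and 4 alone. Other glycoproteins were at 0.25 (Igfbp4), 0.33 (Igfbp5), 0.14 (Ecm1), -0.33 (Postn) and 0.00 (Mfap5). The proteases were at 0.19 (Mmp19), -0.27 (Pcsk5), -0.43 (Pcsk6) and 0.35 (Adamts1). With each library left out in turn, Pcsk5 ran from -0.40 to -0.07, Pcsk6 from -0.70 to -0.16 and Adamts1 from 0.19 to 0.55. The protease inhibitors were at -1.25 (Timp1), 0.12 (Timp3) and -1.39 (Serpinb2), and Slpi and Serpinb5 had too few counts. Leaving out 1 library reversed several of these: without vehicle library 2 Timp1 was at 0.52, Serpinb2 at 0.79 and Timp3 at -0.01, without PBMCsec library 3 Timp3 was at -0.02 and Igfbp5 at -0.12, without PBMCsec library 4 Igfbp4 was at -0.16, and Mmp19 was at -0.34 without PBMCsec library 2, -0.03 without vehicle library 3 and -0.01 without vehicle library 4. None of them was called by edgeR, and the Wilcoxon test across cells called Postn (-0.53) and Adamts1 (0.53).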
